# The preference for sugar over sweetener depends on a gut sensor cell

**DOI:** 10.1038/s41593-021-00982-7

**Published:** 2022-01-13

**Authors:** Kelly L. Buchanan, Laura E. Rupprecht, M. Maya Kaelberer, Atharva Sahasrabudhe, Marguerita E. Klein, Jorge A. Villalobos, Winston W. Liu, Annabelle Yang, Justin Gelman, Seongjun Park, Polina Anikeeva, Diego V. Bohórquez

**Keywords:** Cellular neuroscience, Sensory processing

## Abstract

Guided by gut sensory cues, humans and animals prefer nutritive sugars over non-caloric sweeteners, but how the gut steers such preferences remains unknown. In the intestine, neuropod cells synapse with vagal neurons to convey sugar stimuli to the brain within seconds. Here, we found that cholecystokinin (CCK)-labeled duodenal neuropod cells differentiate and transduce luminal stimuli from sweeteners and sugars to the vagus nerve using sweet taste receptors and sodium glucose transporters. The two stimulus types elicited distinct neural pathways: while sweetener stimulated purinergic neurotransmission, sugar stimulated glutamatergic neurotransmission. To probe the contribution of these cells to behavior, we developed optogenetics for the gut lumen by engineering a flexible fiberoptic. We showed that preference for sugar over sweetener in mice depends on neuropod cell glutamatergic signaling. By swiftly discerning the precise identity of nutrient stimuli, gut neuropod cells serve as the entry point to guide nutritive choices.

## Abstract (web summary)

Buchanan, Rupprecht, Kaelberer and colleagues show that the preference for sugar over sweetener in mice depends on gut neuropod cells. Akin to other sensor cells, neuropod cells swiftly communicate the precise identity of stimuli to drive food choices.

## Main

Both sugar and artificial sweeteners elicit a sweet taste, but sugar is preferred by animals and humans. Even mice lacking taste receptors can distinguish sugar from sweetener or water^1–3^. Although sensing sweetness depends on the tongue, flavor-conditioning tests show that the duodenum is needed to discern sugar from sweeteners.

Table sugar, or sucrose, is a disaccharide made of d-glucose and d-fructose. Unlike d-fructose or the sweetener sucralose, d-glucose conditions a robust preference when infused into the duodenal lumen^3–7^. In fact, animals with prior d-glucose exposure identify the sugar entering the intestine within minutes^8^. This ability to identify d-glucose vanishes when the small intestine is bypassed^9,10^, suggesting that the duodenal epithelium is where the ‘sugar transducer’ cell resides. But up until now, the identity of these cells has remained elusive because of the lack of tools to control gut sensory processing with temporal and spatial precision.

In other epithelial surfaces, electrically excitable cells use molecular receptors to detect and transduce sensory stimuli onto a cranial nerve to guide behavior. In the nose, for instance, olfactory receptor cells transduce odorant stimuli through glutamatergic synapses onto second-order mitral cells to assist the animal in distinguishing odors^11^. In the tongue, sweet, bitter or umami taste receptor cells form purinergic synapses with afferent nerve fibers to guide an animal in distinguishing tastants^12^. In the gut, this function seems to be performed by neuropod cells^13,14^.

Neuropod cells were first documented when enteroendocrine cells, known for their release of hormones such as CCK, were found to form synapses with underlying mucosal nerves^15,16^. In 2018, CCK-labeled duodenal neuropod cells were shown to form glutamatergic synapses with the vagus nerve^14^. These cells use the neurotransmitter glutamate to transduce a d-glucose stimulus from the gut to the brain in milliseconds (see video https://youtu.be/3v92lRNOdlA).

We hypothesized that duodenal neuropod cells discern nutritive sugars from non-caloric artificial sweeteners to guide the animal’s preference for sugar over sweetener.

## Results

### The vagus nerve responds to sugars and sweeteners

We first assessed whether a broad range of sugars, sugar analogs and non-caloric sweeteners perfused into the proximal small intestine would elicit rapid vagal responses. The vagus nerve responds to intraluminal sucrose^14,17^, but the response to other sugars and sweeteners commonly found in foods was unknown. Vagal firing rate was recorded in response to sugars (sucrose (300 mM), d-glucose (150 mM), d-fructose (150 mM) and d-galactose (150 mM)), sugar analogs (α-methylglucopyranoside (α-MGP; 150 mM) and maltodextrin (8%)) and sweeteners (sucralose (15 mM), acesulfame K (15 mM) and saccharin (30 mM)). All stimuli were perfused at physiological concentrations (see Methods)^14^ through the proximal duodenum, bypassing gustatory or gastric activation. Neural responses were recorded using electrodes placed at the cervical vagus nerve (Fig. 1a).

**Fig. 1:**
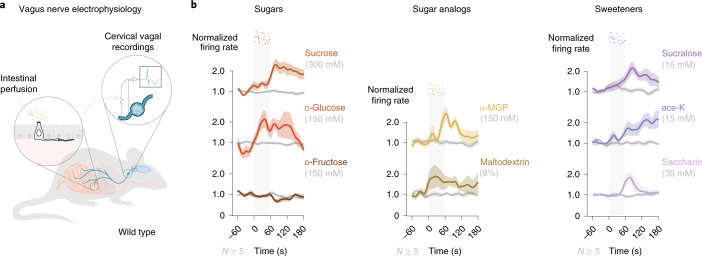
The vagus nerve responds to sugars and sweeteners. **a**, In anesthetized wild-type mice, stimuli were perfused through the duodenum from the pylorus to the ligament of Treitz, while electrical activity was recorded from the cervical vagus nerve. **b**, Vagal responses to intraduodenal stimuli, including baseline (PBS, gray traces), sucrose (300 mM) (*N* = 10), d-glucose (150 mM) (*N* = 5), d-fructose (150 mM) (*N* = 5), α-MGP (150 mM) (*N* = 8), maltodextrin (8%) (*N* = 5), sucralose (15 mM) (*N* = 11), acesulfame K (ace-K) (15 mM) (*N* = 5) and saccharin (30 mM) (*N* = 5), are shown. Peak responses and time to peak are quantified in Extended Data Fig. 1a,b. All peak responses except d-fructose were significant compared to baseline using a Kruskal–Wallis test with non-parametric comparisons using the Wilcoxon method. Gray vertical bars indicate infusion, the bold line indicates the mean, and shaded regions indicate s.e.m.

Within seconds, almost all sugars elicited a significant increase in vagal firing rate (*N* ≥ 5 mice; *P* < 0.009 compared to baseline; Fig. 1b and Extended Data Fig. 1a,b). d-Fructose, however, did not elicit a vagal response. Unlike d-glucose, d-fructose diffuses passively through the epithelium and fails to condition a preference when infused into the intestine^18^. Control experiments showed that the vagal responses to sugars and sweeteners were not due to mechanical forces or osmolarity effects, as volume-matched normal PBS (200 μl), osmolarity-matched mannitol (650 mosM) or high-concentration PBS (650 mosM) did not elicit an increase in vagal firing (Extended Data Fig. 1c). Moreover, vagal responses to sugar and sweetener were confined to the small intestine. A vagal response to sucrose was only observed when infused into the duodenum and ileum but not the colon (Extended Data Fig. 1d,e). It is expected that glucose sensing occurs primarily in the proximal small intestine. This portion of the intestine is responsible for the postingestive rewarding effects of glucose^9,10^ and is where the vast majority of glucose is absorbed.

### The vagal response depends on duodenal neuropod cells

We hypothesized that the vagal responses depended on signals emanating from the intestinal epithelium. Vagal nodose neurons did not respond to sugars when isolated and cultured in vitro. Of all neurons imaged, 98.3% showed no calcium transients in response to d-glucose (20 mM), maltodextrin (1%) or sucralose (2 mM) (*N* = 3 mice, *n* = 59 neurons; viability confirmed by KCl (50 mM); Extended Data Fig. 2a). Therefore, we used optogenetics to test whether CCK-labeled neuropod cells enable transduction of sucrose, non-caloric sucralose and α-MGP stimuli. The sugar analog α-MGP is of interest because, like d-glucose, it is transported into the cell by the electrogenic sodium glucose transporter, but, unlike d-glucose, it is not further metabolized.

Using Cre/*loxP* recombination, we bred CckCRE_Halo mice in which the chloride pump halorhodopsin was expressed under the *Cck* promoter found in duodenal epithelial cells (Fig. 2a)^14,16^. When triggered by 532-nm light, halorhodopsin hyperpolarizes the cell membrane, silencing electrically excitable cells instantly. In CckCRE_Halo mice, vagal responses to luminal sucrose, α-MGP and sucralose remained unchanged in the presence of the control 473-nm light^14^. However, vagal responses to the same stimuli were completely abolished in the presence of silencing 532-nm light, indicating that vagal responses depend on duodenal CCK-labeled neuropod cells (*N* = 5–7 mice; *P* < 0.02 compared to response without laser; Fig. 2b,c).

**Fig. 2:**
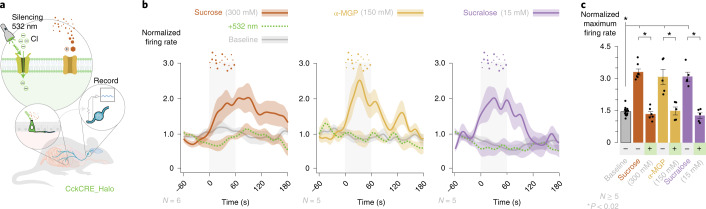
The vagal response to sugars, sugar analogs and non-caloric sweeteners depends on duodenal CCK-labeled neuropod cells. **a**, In CckCRE_Halo mice, vagal responses to intraduodenal stimuli were recorded, while CCK-labeled neuropod cells were simultaneously silenced with 532-nm light. **b**, Vagal responses to baseline (PBS), sucrose (300 mM) (*N* = 6), α-MGP (150 mM) (*N* = 5) and sucralose (15 mM) (*N* = 5) with and without intraluminal optical inhibition with 532-nm light. **c**, Quantification of peak responses (*P < 0.02 by Kruskal–Wallis test with non-parametric comparisons using Wilcoxon methods). Inhibition with 532-nm light significantly suppressed peak responses when delivered with intraluminal infusion of sucrose (*P* = 0.0034), α-MGP (*P* = 0.0122) and sucralose (*P* = 0.0122). In vitro coculture electrophysiology confirmed the dependence of vagal nodose neuron response to sugars on neuropod cells; see Extended Data Fig. 2c. Gray vertical bars indicate infusion, the bold line indicates the mean, and the shaded regions/error bars indicate s.e.m.

In vitro, CCK-labeled neuropod cells synapse with nodose neurons to form connected pairs^14,16^. Thus, we used patch clamp electrophysiology in these cocultures to confirm the necessity of CCK-labeled neuropod cells in transducing sugar stimuli to vagal neurons in the absence of other cell types. In initial control experiments, we performed whole-cell patch clamp electrophysiology on cultured nodose neurons. Neither d-glucose (20 mM) nor sucralose (2 mM) elicited excitatory currents in nodose neurons when cultured alone (*N* = 2 mice, *n* = 15 neurons; Extended Data Fig. 2b). However, when nodose neurons were cocultured with duodenal CckCRE_tdTomato cells, we observed excitatory postsynaptic currents in connected neurons as follows: 44.4% to d-glucose only, 22.2% to sucralose only and 33.3% to both d-glucose and sucralose (*N* = 6 mice, *n* = 18 pairs; Extended Data Fig. 2c). Peak currents in the connected neurons were not statistically different between d-glucose and sucralose stimuli (Extended Data Fig. 2c). Thus, duodenal CCK-labeled neuropod cells are necessary to transduce luminal stimuli from both sugar and sweetener.

### Duodenal neuropod cells discern sugar from sweetener

We next tested how individual CCK-labeled neuropod cells respond to sugar and sweetener. Calcium transients were imaged in individual neuropod cells labeled with tdTomato (CckCRE_tdTomato) using the calcium indicator dyes Fluo-4 and Fura Red. A positive response was defined as an increase in the fluorescence ratio (Fluo-4/Fura Red) by greater than 10% (see Methods). In the 26 cells that responded to at least one sugar, 53.8% of cells responded to d-glucose only (20 mM), 15.4% to sucralose only (2 mM) and 30.8% to both d-glucose and sucralose (*N* = 3 mice, *n* = 47 viable cells; viability confirmed with KCl (50 mM); Fig. 3a).

**Fig. 3:**
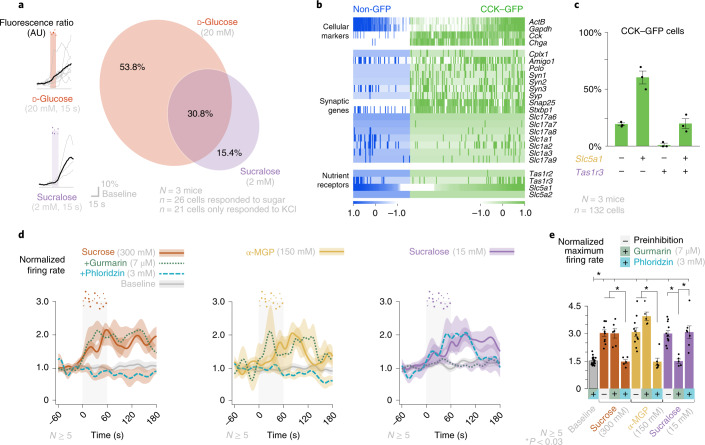
Duodenal neuropod cells discern sugar from sweetener. **a**, In CckCRE_tdTomato cells loaded with Fluo-4/Fura Red dye, calcium activity was imaged in response to d-glucose (20 mM) and sucralose (2 mM). Individual traces (left) and a Venn diagram illustrating overlap (right) are shown (*N* = 3 mice; *n* = 26 cells responded to d-glucose or sucralose, *n* = 21 cells responded to only KCl). No vagal neurons responded to stimuli, as shown in Extended Data Fig. 2a,b; F-Ratio, fluorescence intensity ratio of Fluo-4 divided by Fura Red. AU, arbitrary units. **b**, Heat map of gene expression in CCK–GFP and non-GFP intestinal epithelial cells by single-cell real time quantitative PCR (single cell RT–qPCR). Compared to non-GFP cells (*n* = 66), CCK–GFP cells (*n* = 132) overexpress genes associated with synapse formation (*Amigo1*, *Pclo*, *Syn1*–*Syn3*) and genes associated with vesicular function/release (*Cplx1*, *Syp*, *Snap25*, *Stxbp1*) (*N* = 3 mice; fold changes and *P* values are shown in Extended Data Fig. 3d). **c**, Of 132 CCK–GFP cells, 19.1 ± 1.2% express transcripts for neither *Slc5a1* (SGLT1) nor *Tas1r3* (T1R3), 60.1 ± 5.7% for only *Slc5a1*, 1.2 ± 1.2% for only *Tas1r3* and 19.6 ± 4.3% for both (*N* = 3 mice). **d**, Vagal responses to baseline (PBS) and stimuli perfused with and without the SGLT1 inhibitor phloridzin (3 mM) (sucrose (300 mM) *N* = 5, α-MGP (150 mM) *N* = 6, sucralose (15 mM) *N* = 7) or sweet taste inhibitor gurmarin (7 μM) (sucrose (300 mM) *N* = 6, α-MGP (150 mM) *N* = 5, sucralose (15 mM) *N* = 5). **e**, Quantification of peak vagal responses (*P < 0.03 by Kruskal–Wallis test with non-parametric comparisons using the Wilcoxon method). Phloridzin suppressed peak responses to sucrose (*P* = 0.0122) and α-MGP (*P* = 0.0131) but not sucralose (*P* = 0.5229). Gurmarin suppressed peak responses to sucralose only (*P* = 0.0122). Gray vertical bars indicate the infusion period, the bold line indicates the mean, and shaded regions/error bars indicate s.e.m.

Single-cell RT–qPCR was then used to determine the expression of molecular receptors used to sense sugars and sweeteners on individual CCK-labeled neuropod cells. Intestinal epithelial cells absorb d-glucose after it is cleaved from sucrose through active transport mediated by SGLT1^19^. In addition, some intestinal epithelial cells also express sweet taste receptors^20^. Vagal neurons, however, do not express transcripts for these sugar receptors (Extended Data Fig. 2d,e). 

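The authors' deposited counts come from 2 Chromium 3' v2 libraries of whole vagal ganglia from C57BL/6J mice, 1 pooled from 6 left ganglia and 1 pooled from 5 right ganglia. After the study's filters they hold 2484 left and 3023 right cells and 28692 genes, counted by Cell Ranger as unique molecular identifiers (UMIs). The study's own labels place 4206 cells in 18 nodose clusters (NG1 to NG18), 337 in 6 jugular clusters (JG1 to JG6), 84 among sympathetic neurons and 543 among endothelial cells. Another 337 cells are labelled satellite glia, although their leading genes include the Schwann cell genes *Ncmap*, *Mbp*, *Mpz* and *Prx*, and they are used as non-neuronal cells only. A cell was scored positive for a gene at 1 or more UMIs. Levels of a class are counts per 1000000 UMIs of that class (CPM), summed over the cells of 1 library. Each side of the body is 1 library, so left and right have no replicates, and the 95% intervals in brackets (exact binomial for shares, exact Poisson for CPM) cover counting error only. Nodose neurons gave a median of 10287 UMIs per cell on the left and 5898.5 on the right, which tends to lower the shares on the right.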

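Transcripts of the 3 sugar receptor genes were rare in nodose neurons and came as single molecules. *Slc5a1* encodes SGLT1, which carries glucose into cells together with sodium, and 11 of 1814 left nodose neurons (0.606% [0.303, 1.08]) and 9 of 2392 right ones (0.376% [0.172, 0.713]) held 1 UMI of it. *Tas1r3*, the subunit shared by the sweet and umami taste receptors, was found in 4 left neurons (0.221% [0.0601, 0.564]) and 1 right neuron (0.0418% [0.00106, 0.233]). The sweet taste subunit *Tas1r2* was found in 1 right neuron of cluster NG9, and its absence from the 1814 left neurons still allows up to 0.165% of cells with a captured UMI. By contrast, *Slc17a6*, which loads glutamate into synaptic vesicles, was detected in 85.4% [83.7, 87.0] of left and 64.3% [62.3, 66.2] of right nodose neurons.

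In all, 25 of 4206 nodose neurons (0.594% [0.385, 0.876]) held a UMI of any of the sugar receptors, 14 on the left (0.772% [0.423, 1.29]) and 11 on the right (0.460% [0.230, 0.821]). The cells labelled satellite glia had 1 positive cell of 182 on the left (0.549% [0.0139, 3.02]) and none of 155 on the right, which allows 1.94% of cells with a captured UMI, at medians of 3304.5 and 2346 UMIs per cell. They thus gave fewer UMIs per cell than the neurons, and their intervals overlap those of the neurons. Endothelial cells held *Tas1r3* in 1 of 274 left and 2 of 269 right cells, and none of the other sugar receptor genes. The shares of nodose neurons were thus not shown to lie above those of non-neuronal cells. For *Slc5a1* the left and right nodose levels were 0.551 CPM [0.275, 0.986] and 0.560 CPM [0.256, 1.06], and the single UMI in the cells labelled satellite glia amounts to 1.59 CPM.

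The paper states that vagal neurons do not express transcripts of these receptors. In the counts, 25 nodose neurons held 1 UMI each, apart from 1 neuron with 2. The cells with *Slc5a1* were spread over clusters unevenly, and 9 of the 22 *Slc5a1* UMIs lay in NG12 (5 left, 4 right), 4 in NG18, 3 each in NG16 and NG17, and 1 each in NG14, JG2 and the cells labelled satellite glia.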

Although SGLT1 and sweet taste receptors are known to be expressed in intestinal epithelial cells^20,21^, the expression profile of these receptors on individual CCK-labeled neuropod cells is unknown. We collected the small intestinal epithelial layers of mice expressing green fluorescent protein (GFP) under the *Cck* promoter (CCK–GFP) and performed RT–qPCR on single cells.

Compared to non-GFP cells, CCK–GFP cells were enriched in genes associated with synapse formation and vesicular function or release (*N* = 3 mice, *n* = 198 cells, 132 CCK–GFP^+^ compared to non-GFP cells; *q* value cutoff = 0.05 by two-tailed *t-*test; Fig. 3b; fold changes and *P* values for each gene are shown in Extended Data Fig. 3g). Moreover, individual CCK–GFP cells expressed SGLT1 and sweet taste receptors (Fig. 3b and Extended Data Fig. 3a). Immunohistochemistry was used to corroborate the presence of SGLT1 protein in the small intestine including CCK–GFP cells. Immunostaining of SGLT1 was prominent in the small intestine where sugars are absorbed compared to in the colon where minimal staining was observed (*N* = 3 mice; Extended Data Fig. 3b,c).

Receptor expression in individual CCK–GFP cells was as follows: *Tas1r2* was negligible, *Tas1r3* alone was in 1.2% (±1.2%) of cells, the SGLT1 transcript *Slc5a1* alone was in 60.1% (±5.7%) of cells and both *Tas1r3* and *Slc5a1* were in 19.6% (±4.3%) of cells (*N* = 3 mice, *n* = 132 CCK–GFP cells; Fig. 3c). These data were confirmed using fluorescence in situ hybridization in duodenal tissue from CCK–GFP mice, where *Slc5a1* alone was in 71.3% (±0.04%) of cells, and both *Slc5a1* and *Tas1r3* were in 28.7% (±0.04%) of cells (*N* = 3 mice, *n* = 50 cells per mouse; Extended Data Fig. 3d,e). Negligible transcript expression of *Tas1r2* suggests that T1R3 may function alone to detect sweet taste in CCK-labeled neuropod cells. While T1R2/T1R3 is the primary sensor of sweet stimuli in taste receptor cells, T1R3 homodimers in taste receptor cells can also detect sweet stimuli^22,23^. Other sensory epithelial cells, including GLP-1-secreting enteroendocrine cells^24^ and pancreatic beta cells^25^, have been shown to respond to sweet molecules using only T1R3.

We then determined if individual CCK–GFP cells with transcripts for SGLT1 (*Slc5a1*) and T1R3 (*Tas1r3*) also expressed synaptic transcripts, which is a distinctive feature of neuropod cells^14,16^. Compared to other CCK–GFP cells lacking the expression of *Slc5a1*, *Slc5a1-*expressing CCK–GFP cells had significantly increased expression of the presynaptic genes *Efnb2* (fold change of 81.6) and *Cask* (fold change of 30.2) and the synaptic adhesion genes *Pvrl1* (fold change of 31.05) and *Pvrl2* (fold change of 35.2) (*N* = 3 mice; *n* = 104 *Slc5a1*^+^CCK–GFP^+^ cells, *n* = 28 *Slc5a1*^*–*^CCK–GFP^+^ cells; *P* < 0.0001; Extended Data Fig. 3h). Compared to CCK–GFP cells lacking the expression of *Tas1r3*, *Tas1r3*-expressing CCK–GFP cells were also enriched in the expression of *Efnb2* (fold change of 189.7), *Cask* (fold change of 24.76), *Pvrl1* (fold change of 32.2) and *Pvrl2* (fold change of 37.2) (*N* = 3 mice; *n* = 31 *Tas1r3*^+^CCK–GFP^+^ cells, *n* = 101 *Tas1r3*^*–*^CCK–GFP^+^ cells; *P* < 0.0001; Extended Data Fig. 3i). These data show that CCK–GFP cells expressing *Slc5a1* and *Tas1r3* also express transcripts of proteins necessary for synaptic signaling.

Next, we assessed if the vagal responses to sugars or sweeteners were mediated by epithelial SGLTs or T1R3. When cleaved from sucrose, d-glucose enters the cell through SGLT1 for further metabolism. The synthetic analog α-MGP also enters the cell through SGLT1 but is not further metabolized. As such, its use allows for isolation of the entry of sugar into the cell through SGLT1. The results show that vagal responses to both sucrose and α-MGP are abolished when SGLTs are blocked with phloridzin (3 mM)^26^ (*N* ≥ 5 mice; *P* < 0.03 compared to preinhibition response; Fig. 3d,e). Phloridzin can also act at SGLT2, but inhibiting SGLT2 with dapagliflozin (3 nM) had no effect on the vagal response to sucrose (*N* = 3 mice; not significant compared to preinhibition response; Extended Data Fig. 3f). Single-cell RT–qPCR data showed no expression of the SGLT2 transcript *Slc5a2* in gut epithelial cells (Fig. 3b).

As expected, the SGLT inhibitor phloridzin did not affect the response to luminal sucralose (*N* ≥ 5 mice; not significant compared to preinhibition response; Fig. 3d,e). Instead, blocking sweet taste receptors, including T1R3, with gurmarin (7 μM)^27^ abolished the vagal response to sucralose (*N* ≥ 5 mice; *P* < 0.03 compared to preinhibition response; Fig. 3d,e). Gurmarin (7 μM), however, did not affect the response to sucrose (300 mM) or α-MGP (150 mM) (*N* ≥ 5 mice; not significant compared to preinhibition response; Fig. 3d,e). These data differ from the studies of taste transduction in the tongue, where both sucrose and sucralose activate T1R2/T1R3 receptors. In the gut, only sucralose elicited a taste receptor-mediated vagal response. The difference may be explained by the lack of expression of T1R2 in CCK-labeled neuropod cells and implies that T1R3 in the gut is more sensitive to sucralose than sucrose.

### Sugar, not sweetener, elicits glutamatergic neurotransmission

We then determined how duodenal CCK-labeled neuropod cells communicate different intestinal stimuli to the vagus nerve. d-Glucose stimulates individual neuropod cells to release glutamate^14^. CCK–GFP cells express transcripts for the vesicular glutamate transporters *Slc17a7* and *Slc17a8* and the synaptic glutamate transporters *Slc1a1*, *Slc1a2* and *Slc1a3* (Fig. 3b). Using intestinal organoids, we probed whether glutamate release is (1) specific to sugar and not sweetener and (2) conserved between mice and humans. Organoids were cultured from mouse proximal small intestine^28^ and human duodenum^29^. Sucrose (300 mM) and α-MGP (150 mM) elicited a significant release of glutamate compared to PBS (*N* = 3 mice, *n* = 5–6 assays in triplicate per stimuli, *P* < 0.05, Extended Data Fig. 4a,c; *N* = 1 human donor, *n* = 3–6 assays in triplicate per stimuli, *P* < 0.05, Extended Data Fig. 4b,c). By contrast, sucralose (15 mM) did not stimulate glutamate release (Extended Data Fig. 4a–c). These data suggest that glutamate release from the gut epithelium is specific to sugar and is conserved across mice and humans.

Transcripts for both metabotropic and ionotropic glutamate receptors are expressed in vagal nodose neurons (Extended Data Fig. 4d)^14^. 

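Ionotropic glutamate receptor transcripts were detected in most nodose neurons and metabotropic ones in fewer. These shares follow depth, and a cell without a UMI may still hold the RNA. Summed over the 16 genes of the AMPA, kainate and NMDA groups, ionotropic glutamate receptors were found in 96.5% [95.5, 97.3] of left and 87.3% [85.9, 88.6] of right nodose neurons, at 461.5 CPM [452.1, 471.0] and 421.5 CPM [411.5, 431.6]. *Gria2*, whose subunit makes AMPA receptors impermeable to calcium, led with 120.8 CPM on the left and 122.8 CPM on the right. The 8 genes for G-protein-coupled metabotropic glutamate receptors reached 40.9% [38.6, 43.2] and 22.4% [20.7, 24.1] of nodose neurons, at 55.0 CPM [51.8, 58.4] and 39.9 CPM [36.8, 43.1]. *Grm7*, a presynaptic receptor that lowers transmitter release, made up most of that with 45.2 and 31.8 CPM.

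The cells labelled satellite glia gave ionotropic glutamate receptors in 31.3% [24.7, 38.6] of left and 16.8% [11.3, 23.6] of right cells, and metabotropic glutamate receptors in 2.20% [0.602, 5.53] and 1.29% [0.157, 4.58]. Their depth is below that of neurons, so CPM is the fairer scale, and there nodose neurons exceeded them 3.97 times on the left and 5.41 times on the right for the ionotropic family, and 8.65 times [3.37, 31.8] and 7.67 times [2.12, 63.5] for the metabotropic family.

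Some kainate, AMPA and NMDA subunits had a wide reach, but the *Grin2* genes and *Grik1* to *Grik3* were rare. Of 15982 ionotropic UMIs in nodose neurons of both libraries, *Grin2a*, *Grin2b*, *Grin2c* and *Grin2d* gave 8, 3, 17 and 2. *Grik1*, *Grik2* and *Grik3* gave 44, 110 and 119. Which subunits form channels together was not tested. *Grik5*, a kainate subunit that works only in heteromers, was found in 53.5% of left and 37.7% of right nodose neurons. *Grin1*, the subunit that every NMDA receptor needs, was found in 48.4% and 30.0%, and the fast AMPA subunit *Gria4* in 45.4% and 26.8%. *Grin3a*, which lowers the calcium flow of NMDA receptors, reached 34.0% and 21.5% and was highest in NG14 (126.8 CPM). Of the 16 ionotropic genes all had a UMI in nodose neurons, 7 were in at least 10% of them and 6 in under 1%. Among the 8 metabotropic genes only *Grm7* passed 10%, and 5 stayed under 1%. *Grm5*, a receptor that releases calcium from stores, was concentrated in NG11, where 32.5% of cells held it at 66.2 CPM. By family, NG2 held the most ionotropic glutamate receptors (678.2 CPM) and NG11 the most metabotropic glutamate receptors (136.6 CPM; 155.2 left, 113.3 right).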

Blocking ionotropic and metabotropic glutamate receptors with intraluminal perfusion of kynurenic acid (KA) (150 μg kg^–1^) plus l-(+)-2-amino-3-phosphonopropionic acid (AP3) (1 mg kg^–1^), respectively, decreased the early phase of the vagal response to sucrose and completely attenuated the response to α-MGP (*N* = 11 and 5; *P* < 0.02 compared to preinhibition response; Fig. 4a,b and Extended Data Fig. 4g). However, glutamatergic inhibition had no effect on the vagal response to sucralose (*N* = 6 mice; not significant compared to preinhibition response; Fig. 4a,b and Extended Data Fig. 4g). Notably, inhibiting glutamatergic neurotransmission eliminated the α-MGP response (Fig. 4a,b and Extended Data Fig. 4g). Therefore, the entry of sugar into the cell drives glutamatergic neurotransmission between neuropod cells and vagal neurons.

**Fig. 4:**
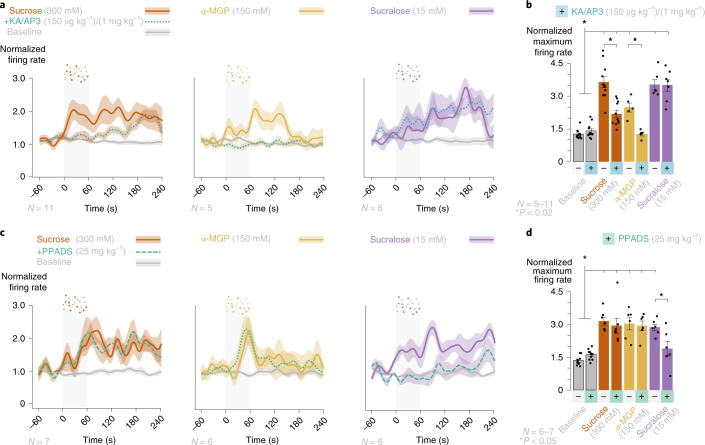
Sucrose and sucralose are transmitted to the vagus nerve by distinct neurotransmitters. **a**, Vagal responses to baseline (PBS), sucrose (300 mM), α-MGP (150 mM) and sucralose (15 mM) before and after inhibition of ionotropic/metabotropic glutamate receptors by KA (150 μg kg^–1^) with AP3 (1 mg kg^–1^). **b**, Quantification of peak responses to sucrose (*N* = 11), α-MGP (*N* = 5) and sucralose (*N* = 6) before and after glutamate receptor inhibition (*P < 0.02 by Kruskal–Wallis test with non-parametric comparisons using the Wilcoxon method). Glutamate receptor inhibitors significantly suppressed peak responses to sucrose (*P* = 0.0002) and α-MGP (*P* = 0.0122) but not sucralose (*P* = 0.9278). Time to peak vagal response is quantified in Extended Data Fig. 4g. **c**, Vagal responses to baseline, sucrose, α-MGP and sucralose before and after inhibition of P2 purinergic receptors with pyridoxalphosphate-6-azophenyl-2′,4′-disulfonic acid (PPADS; 25 mg kg^–1^). **d**, Quantification of peak responses to sucrose (*N* = 7), α-MGP (*N* = 6) and sucralose (*N* = 6) before and after purinergic receptor inhibition (*P < 0.05 by by Kruskal–Wallis test with non-parametric comparisons using the Wilcoxon method). PPADS significantly suppressed peak responses to sucralose (*P* = 0.0453) but not to sucrose (*P* = 0.1252) or α-MGP (*P* = 0.6889). Time to peak vagal response is quantified in Extended Data Fig. 4h. Gray vertical bars indicate infusion, the bold line indicates the mean, and shaded regions/error bars indicate s.e.m.

In addition to neurotransmission, there is a CCK hormonal signal emanating from duodenal CCK-labeled neuropod cells. Vagal neurons express the CCK-A receptor (Extended Data Fig. 4d). Therefore, we tested a potential role of CCK hormone in vagal responses to sucrose and sucralose. 

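The CCK-A receptor gene *Cckar*, which codes for the G-protein-coupled receptor of sulfated cholecystokinin, was found in 32.1% [30.0, 34.3] of left and 28.5% [26.7, 30.4] of right nodose neurons. Over all nodose neurons its level was 112.0 CPM [107.4, 116.8] on the left and 123.0 CPM [117.7, 128.6] on the right, a log2 left-to-right ratio of -0.14 that turned to 0.37 when every cluster had equal weight. Expression was concentrated by cluster: in NG13 all left cells and 97.8% of right cells were positive, at 1397.0 and 1044.9 CPM, followed by NG14 (61.7% of cells, 203.2 CPM) and NG6 (61.0%, 178.3 CPM; 224.2 left, 117.0 right). The leading genes of NG13 also include *Vip*, a relaxant gut neuropeptide, and *Uts2b*, a urotensin-like peptide.

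In jugular neurons, which mainly supply skin and airways, *Cckar* was found in 5.76% [2.91, 10.1] of left and 7.53% [3.82, 13.1] of right cells. The CPM of nodose neurons was 20.2 times [12.0, 37.0] that of jugular neurons on the left and 15.2 times [8.48, 30.5] on the right. The cells labelled satellite glia were positive for *Cckar* in 1.10% [0.133, 3.91] and 3.23% [1.06, 7.37] of cells. *Cckar* lies on chromosome 5 of GRCm38 from 53697776 to 53707705, on the minus strand.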

Blocking CCK-A receptors with devazepide (2 mg kg^–1^)^30^ blunted vagal response to sucrose 2 min after the onset of stimulus, leaving the first 120 s of the response intact. However, blocking CCK-A receptors did not affect the vagal response to sucralose (*N* = 5–6 mice; not significant compared to preinhibition response; Extended Data Fig. 4e,f,i). Therefore, the vagal response to sucralose was both glutamate and CCK independent.

We explored the possibility that sweetener may be transduced using a different neurotransmitter. In the tongue, taste receptor cells release ATP to activate purinergic receptors on sensory neurons in response to sweet stimuli^31^. Additionally, it has been shown that proglucagon-labeled enteroendocrine cells co-release hormone with the fast neurotransmitter ATP^32^. Thus, ATP was a candidate neurotransmitter for sucralose in the gut. We found that nodose neurons expressed purinergic receptors and that CCK–GFP cells expressed the vesicular nucleotide transporter for ATP *Slc17a9* (VNUT) (Fig. 3b and Extended Data Fig. 4d). 

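UMIs of both kinds of purinergic receptor were found in nodose neurons, the P2X ion channels in most cells and the G-protein-coupled P2Y receptors in fewer. The shares are of cells with a captured UMI and do not limit how many cells hold the RNA. *P2rx2*, a slowly desensitizing ATP-gated channel, was found in 78.5% of left and 70.0% of right nodose neurons at 272.5 and 275.9 CPM, and its usual partner *P2rx3* in 34.3% and 22.5% at 43.9 and 40.5 CPM. As a family, P2X receptors reached 86.5% [84.9, 88.1] and 77.8% [76.0, 79.4] of nodose neurons. P2Y receptors reached 37.2% [35.0, 39.5] and 26.1% [24.3, 27.9], nearly all of it *P2ry1*, a receptor for ADP that signals through calcium release (32.7% and 21.7%).

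The families also had UMIs in the cells labelled satellite glia, P2X receptors in 34.6% [27.7, 42.0] of left and 21.3% [15.1, 28.6] of right cells and P2Y receptors in 16.5% [11.4, 22.7] and 9.68% [5.52, 15.5]. *P2rx7*, an ATP-gated channel that opens at high ATP, was found in 22.5% and 11.0% of these cells against 3.58% and 2.68% of nodose neurons, so they are not a plain background for P2X receptors. They held *P2rx2* in 4.40% and 5.16% of cells, and *P2rx3* in 0.549% and 0.645%. *P2rx4*, a channel of endosomes and lysosomes, was found in 14.3% and 8.70% of nodose neurons and *P2ry2*, a receptor for UTP and ATP, in 7.66% and 4.43%. For each gene the shares were 9.89% and 5.16% in the cells labelled satellite glia, which gave fewer UMIs per cell. Within the nodose clusters *P2ry2* was highest in NG3, in 27.9% of cells at 33.7 CPM.

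Between ganglia the P2X contrast was the larger. Nodose neurons exceeded jugular neurons 4.85 times [4.18, 5.67] on the left and 5.31 times [4.30, 6.64] on the right in P2X receptors, and 1.56 times [1.36, 1.80] and 1.63 times [1.30, 2.08] in P2Y receptors. Clusters NG6 (709.3 CPM), NG8 (602.2 CPM) and NG5 (577.0 CPM) held the most P2X receptors, while P2Y receptors peaked in NG3 (766.3 CPM) and NG1 (703.8 CPM), and in JG1 (849.1 CPM, 21 cells).

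After thinning every cell to 2000 UMIs, 52.6% of *Cckar*-positive nodose neurons also held P2X receptors, against 46.1% of the *Cckar*-negative ones, with the same direction on the left (54.8% and 45.9%) and the right (51.3% and 46.2%). For ionotropic glutamate receptors the thinned shares were 56.3% against 58.6% (58.2% and 59.9% on the left, 55.1% and 57.6% on the right). Without thinning they were 91.6% against 91.1% (97.9% and 95.8% on the left, 86.2% and 87.7% on the right). The order thus changed with depth and library, and no interval was computed for these contrasts, so no direction is drawn for this family. At full depth, ionotropic glutamate receptors and P2X receptors met in 75.8% of nodose neurons (84.3% left, 69.3% right). In the thinned neurons they met in 27.9%, close to the 27.5% given by the product of their thinned shares. Thinning drops many UMIs, so the lower share does not bound how many neurons hold both. *Slc17a9* in CCK–GFP cells was not analysed here, as the counts cover ganglion cells only.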

Of all *Slc17a9*-expressing CCK–GFP cells, 31.1% (±8.2%) also expressed the sweet taste receptor transcript *Tas1r3*. Vagal responses to sucralose were also significantly attenuated by luminal inhibition of P2 purinergic receptors with PPADS (25 mg kg^–1^)^32^ (*N* = 6; *P* < 0.05 compared to preinhibition response; Fig. 4c,d and Extended Data Fig. 4h). The vagal response to sucrose and α-MGP were unchanged by purinergic receptor inhibition (*N* = 6–7; not significant compared to preinhibition response; Fig. 4c,d and Extended Data Fig. 4h). These data show that luminal transduction of sucralose onto the vagus nerve is through purinergic neurotransmission, while fast sucrose transduction is through glutamatergic neurotransmission.

We then asked whether sucrose and sucralose could activate distinct vagal neuron populations. Recent studies have used intravital two-photon imaging assays to show that individual vagal nodose neurons respond to different sensory modalities^17,33^. We used this assay in anesthetized animals expressing GCaMP6f in nodose neurons (see Methods). Vagal neurons were calcium imaged while sucrose (300 mM), sucralose (15 mM) or PBS were perfused directly into the duodenum to determine whether the same neuron or different neurons responded to both sugar and sweetener. The results showed that 40.7% of neurons responded to sucrose only, 22.2% to sucralose only and the remainder to neither stimulus (*N* = 4 mice, *n* = 54 neurons; Extended Data Fig. 5). Together, these findings show that duodenal neuropod cells use different neurotransmitters to convey stimuli from sucrose and sucralose onto distinct vagal nodose neuron populations.

### A flexible fiber for gut optogenetics

Now that it was established that neuropod cells discern sugar from sweetener, we sought to determine whether these epithelial transducers also guide the animal’s preference for sugar over sweetener. To test the contribution of these cells to behavior, a method was needed to silence neuropod cells while the mouse’s preference was recorded.

In the brain, the contribution of specific neurons to behaviors has been uncovered using optogenetics^34^. This technique relies on light-gated channels activated by laser light traditionally delivered using rigid silica fiberoptics. In the gut, however, we found that rigid fiberoptics puncture and perforate the intestinal wall. Recently, some efforts have been made to stimulate the outer muscular wall of the intestine^35^ or a small portion of the stomach^36^ in vivo. But no tool existed to control a specific population of gut epithelial cells diffused along several centimeters of the intestinal lumen in a living animal. As such, we developed a new device to deliver laser light into the gut lumen.

The system required a flexible fiberoptic with the following properties: (1) thin diameter for minimal footprint within the intestinal lumen, (2) low optical loss coefficient to deliver light to the gut lumen, (3) efficient light transmission even when bent and (4) durability for months when flexed inside the churning gut. First, we engineered a fiber preform of a poly-methyl methacrylate (PMMA) cladding layer around an optical core of polycarbonate (PC). Then, the preform was thermally drawn^37,38^ at 270 °C into a final flexible fiber 230 μm in diameter (Fig. 5a,b). To determine optical loss, the fiber was cut in 0.5-cm increments, and light transmission was measured when the fiber was either straight or bent to 180°. Percent transmission was compared to transmission at the shortest length. The loss coefficients were determined to be 0.93 dB cm^–1^ and 1.30 dB cm^–1^ for straight and bent fibers, respectively (Fig. 5c). Light transmission had minimal loss when bent at 90°, 180° and 270° angles compared to transmission when the fiber was held straight (Fig. 5d). Repeated 180° bending did not heavily influence light transmission (Fig. 5e). In addition, the device transmitted light with a 1.2-dB cm^–1^ loss and tolerated rapid bending at 10 Hz, which is above the physiological frequency of gut motility (Fig. 5f). Compared to rigid silica, the flexible fiberoptic did not pierce through a soft layer of 1.5% agarose, which is similar in consistency to the gut wall (Fig. 5g and Supplementary Video 1). The flexible fiberoptic was opacified to restrict light to the first 1.5 cm of the mouse small intestine (Fig. 5h).

**Fig. 5:**
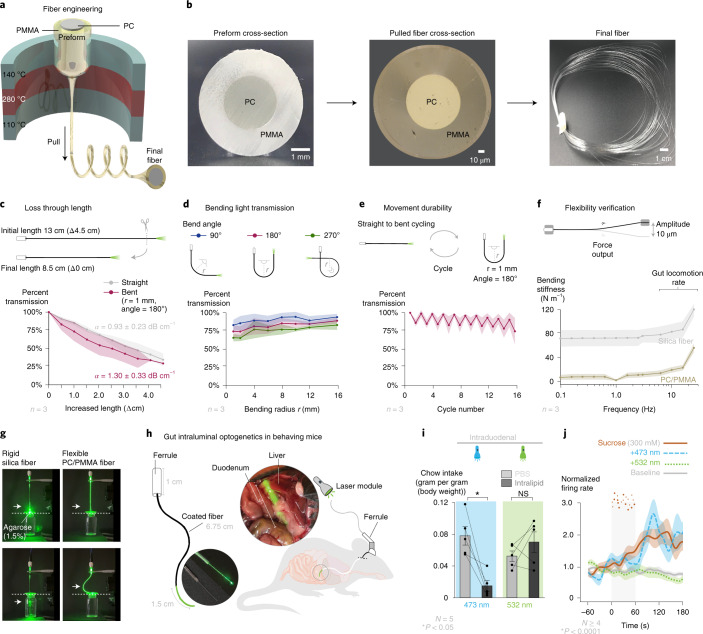
Development of a flexible fiberoptic device for optogenetic targeting of gut neuropod cells. **a**, Model of the thermal drawing process to obtain a flexible PC/PMMA fiber. **b**, Cross-section of the PC/PMMA preform (left), pulled PC/PMMA fiber (middle) and ~50-m fiber bundle (right). **c**, Light transmission for straight and bent flexible fibers using the cut-back method plotted as percentage of light output (*y* axis) from shortest length (∆0 cm). Loss coefficients (*α*) were determined as 0.93 dB cm^–1^ and 1.30 dB cm^–1^ for straight and bent fibers, respectively; *r*, radius. **d**, Light transmission for fibers bent at 90°, 180° and 270° at different radii of curvature (*x* axis) plotted as percentage of light output from a straight fiber (*y* axis). **e**, Light transmission for fibers during cyclic bending at 180° (odd cycles, straight; even, bent) plotted as percentage of light output from initial position (cycle = 0). **f**, The flexibility of silica and PC/PMMA fiber was measured by a dynamic mechanical analyzer at physiologic frequencies. For **c**–**f**, *n* = 3 fibers, the bold line indicates the mean, and the shaded regions indicate s.d. **g**, A conventional silica fiber pierces an agarose (1.5%) membrane, while the PC/PMMA flexible fiber bends and does not pierce the membrane. **h**, The flexible fiber was implanted into mice to target the lumen of the proximal duodenum. **i**, To validate the device in a known function of CCK-labeled neuropod cells, CckCRE_Halo mice received intragastric gavage of intralipid (7%, 0.1 ml per 10 g) with control 473-nm light, which reduced chow intake. This effect was reversed when CCK-labeled neuropod cells were silenced with 532-nm light (*N* = 5 mice; *P = 0.0193 by analysis of variance (ANOVA) with post hoc two-tailed paired Student’s *t*-test; error bars indicate s.e.m.); NS, not significant. **j**, To validate device longevity, vagal responses to baseline (PBS), sucrose without light, sucrose with control 473-nm light and sucrose with silencing 532-nm light were recorded in CckCRE_Halo mice 4 weeks after fiber implantation (*N* ≥ 4 mice per group; the bold line indicates the mean, and the shaded region indicates s.e.m.).

To validate the device for gut optogenetics in freely moving mice, we investigated if silencing CCK-labeled neuropod cells eliminated the anorectic effect of a lipid gavage, an established physiological effect of CCK. A fat solution (intralipid, 7%) was delivered to CckCRE_Halo mice by gavage with simultaneous silencing (532-nm) or control (473-nm) light. Total food intake was significantly suppressed in mice with fat gavage and control light but not in mice with fat gavage and silencing light (Fig. 5i). We then confirmed the device’s durability by implanting it in the intestine of CckCRE_Halo mice. Four weeks later, control 473-nm light emitted from the device did not affect the vagal response to intraduodenal sucrose (Fig. 5j), whereas 532-nm light eliminated the response. These results corroborated the sustained functionality of the device to optogenetically modulate CCK-labeled neuropod cells in vivo.

### Sugar preference depends on duodenal neuropod cells

We then determined if CCK-labeled neuropod cells are necessary for mice to discern sucrose from sucralose. Mice were implanted with the flexible fiberoptic, acclimated to the phenotyping cage and tested for side preference. Each mouse was exposed to sucrose and sucralose until they demonstrated a stable preference for sucrose (see Methods). The location and power of the implanted device was corroborated at the end of the study. On each experimental day, implanted mice were given the choice between sucrose (300 mM) and sucralose (15 mM) for 1 h while receiving light stimulation to inhibit CCK-labeled neuropod cells (1 min on/2 min off, 5 V, 40 Hz, 20% duty cycle).

In the presence of 532-nm light, control littermates showed 90.8% (±3.7%) sucrose preference (*N* = 5 mice; not significant compared to controls; Extended Data Fig. 6a,b), whereas in CckCRE_Halo mice, sucrose preference was only 58.9% (±3.9%) (*N* = 8 mice; *P* < 0.01 compared to controls; Fig. 6a,b). In control experiments, silencing duodenal CCK-labeled neuropod cells with 532-nm light did not cause malaise, as neither locomotor activity during the assay (Extended Data Fig. 6d) nor chow or water intake in the following 24 h (Extended Data Fig. 6e,f) were affected. Additional experiments showed that laser inhibition with 532-nm light did not affect gastric emptying of sucrose, total gut transit time or glucose absorption compared to 473-nm control light (Extended Data Fig. 6g–j). Of importance, silencing CCK-labeled neuropod cells decreased sucrose intake and increased sucralose intake, but the total consumption of liquid during the 1-h test was not affected (*P* < 0.05; Fig. 6c and Extended Data Fig. 6c). In other words, silencing duodenal neuropod cells eliminated preference for sucrose over sucralose. In posttest controls without laser treatment, mice displayed the same pretest preference for sucrose (Fig. 6b), indicating that the animals did not lose their preference for sucrose but rather their ability to discern the preferred sugar from the sweetener.

**Fig. 6:**
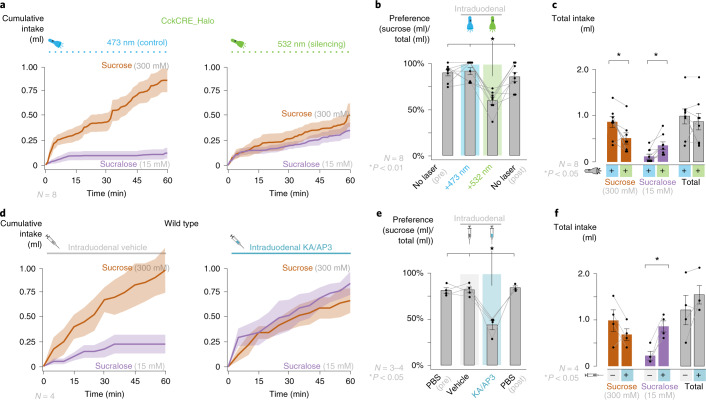
Sugar preference depends on duodenal neuropod cells. Mice with a stable preference for sucrose over sucralose chose between the two solutions during optogenetic (**a**–**c**) or pharmacologic (**d**–**f**) inhibition in a 1-h two-bottle choice assay. **a**, In CckCRE_Halo mice implanted with a flexible fiberoptic, average traces show sucrose and sucralose consumption in the presence of intraduodenal control 473-nm (left) or silencing 532-nm (right) light. For littermate controls, see Extended Data Fig. 6a–c. **b**, Quantification of preference at 1 h with no laser (pretest/posttest) and with control 473-nm light and silencing 532-nm light. Silencing 532-nm light significantly reduced sucrose preference compared to pretest (*P* = 0.0012), posttest (*P* = 0.0057) and control 473-nm light (*P* = 0.0003). **c**, Quantification of total intake during optogenetic silencing at 1 h. Silencing 532-nm light significantly decreased sucrose intake (*P* = 0.0224) and increased sucralose intake (*P* = 0.048) with no change in total intake (*P* = 0.4347). For **a**–**c**, *N* = 8 CckCRE_Halo mice; *P < 0.05 by repeated measures ANOVA with post hoc two-tailed paired *t*-test. **d**, In wild-type mice with intraduodenal catheters, average traces show sucrose and sucralose consumption in the presence of vehicle (PBS + NaOH, pH 7.4; left) or local dose of ionotropic/metabotropic glutamate receptor inhibitors KA/AP3 (15 ng per 0.1 μg in 0.4 ml delivered over 1 h; right). For control of the local effect in duodenum, see Extended Data Fig. 9. **e**, Quantification of preference at 1 h with PBS (pretest/posttest), vehicle and glutamate receptor inhibitors KA/AP3. KA/AP3 significantly reduced sucrose preference compared to pretest (*P* = 0.0294), posttest (*P* = 0.0497) and vehicle (*P* = 0.0294). **f**, Quantification of total intake during glutamatergic inhibition at 1 h. KA/AP3 significantly reduced sucralose intake (*P* = 0.0090). For **d**–**f**, *N* = 4 wild-type mice; *P < 0.05 by Kruskal–Wallis test with non-parametric comparisons using the Wilcoxon method. Shaded regions/error bars indicate s.e.m.

To determine whether activating duodenal neuropod cells would increase an animal’s consumption of the non-preferred solution, sucralose, we bred mice in which CCK-labeled neuropod cells expressed channelrhodopsin 2 (CckCRE_ChR2). This excitatory opsin is activated by blue light (473 nm). The mice were presented with one bottle containing sucralose (15 mM), and intake of 0.01 ml triggered a 5-s laser stimulation (5 V, 40 Hz, 20% duty cycle) (Extended Data Fig. 7a). In this assay, 473 nm light had no effect on the intake of wild-type littermates (*N* = 4; not significant compared to 532-nm control; Extended Data Fig. 7b,c). However, in CckCRE_ChR2 mice, exciting CCK-labeled neuropod cells with 473-nm light significantly increased sucralose intake (*N* = 4; *P* < 0.05 compared to 532-nm control; Extended Data Fig. 7b,c). These results indicate that stimulating duodenal neuropod cells drives mice to consume sweetener as if it were sugar.

### The neurotransmitter for sugar preference is glutamate

We next sought to identify the signaling molecules underlying preference for sugar over sweetener. The effect was not due to local or hormonal CCK signaling because sucrose perfusion through the small intestine did not alter physiological processes controlled by CCK, including gallbladder contraction (Extended Data Fig. 8a) and gastric emptying (Extended Data Fig. 8b). Indeed, blocking CCK-A receptors with intraperitoneal devazepide (2 mg kg^–1^) during the choice assay did not affect sucrose preference (*N* = 4 wild-type mice; not significant compared to vehicle controls; Extended Data Fig. 8c–e). This finding supports data from previous studies showing that CCK signaling does not contribute to conditioned sugar preference^30^.

We tested if glutamate signaling is required for CCK-labeled neuropod cells to drive sugar intake. Before gaining access to one bottle of sucralose, CckCRE_ChR2 mice were intraperitoneally injected with ionotropic and metabotropic glutamate receptor blockers (150 μg kg^–1^ KA/1 mg kg^–1^ AP3). The increase of sucralose intake driven by optogenetic excitation of CCK-labeled neuropod cells was blocked when glutamate receptors were inhibited (*N* = 4; *P* < 0.05; Extended Data Fig. 7d–f).

To test the role of glutamate in preference for sugar over sweetener, a catheter was implanted into the duodenal lumen of wild-type mice to deliver a local dose of glutamate receptor blockers (15 ng KA and 0.1 µg AP3 in 0.4 ml; 10,000-fold lower than the dose used in Extended Data Fig. 7d–f). In mice receiving a vehicle control, sucrose preference was 82.4% (±3.2%). Inhibiting glutamate receptor signaling from the duodenal lumen significantly reduced sucrose preference to 44.0% (±5.2%) (*N* = 4; *P* < 0.05 compared to vehicle controls; Fig. 6d,e). Moreover, local inhibition of glutamatergic signaling also reduced sucrose intake and increased sucralose intake without significant changes in total intake (Fig. 6f). Control experiments showed that this local dose of glutamate receptor blockers did not affect sucrose preference when delivered systemically, confirming its local action in the gut lumen (Extended Data Fig. 9). Therefore, glutamatergic signaling from duodenal neuropod cells enables mice to discern sugar from sweetener.

Here, we demonstrate that an animal’s preference for sugar over sweetener depends on duodenal neuropod cells. These cells rapidly transduce such stimuli onto the vagus nerve using two receptors and two neurotransmitters; whereas sweetener activates T1R3 to cause the release of ATP, the entry of sugar into the cell stimulates the release of glutamate. By developing a flexible fiber for gut optogenetics, we discovered that sugar preference depends on neuropod cell glutamatergic signaling (see video https://youtu.be/q9KTD3TyAcs). Uncoupling the synapses between neuropod cells and vagal neurons will inform how appetitive functions beyond choice are continuously modulated by fast neurotransmission from the gut epithelium.

## Discussion

In his classic book *Behave*, the neuroendocrinologist Robert Sapolsky states ‘What occurred in the prior seconds to minutes that triggered the nervous system to produce the behavior, this is the world of sensory stimuli, much of it sensed unconsciously’^39^. While the sight, smell and taste of food change our perception of flavor^40^, such stimuli perceived in the minutes before consumption only partially explain our behavior^41^. In the case of sugar, the neurons in the brain driving our preference have received much attention. How we behave in front of sugars depends on a cascade of neuronal activity, including inputs from midbrain neurons that release reinforcing dopamine^2,42^, hypothalamic melanin-concentrating neurons^43^, brainstem neurons in the caudal nucleus tractus solitarius^33^ and vagal nodose neurons^33,44^. However, the identity of the cells in the gut that transduce the sensory stimuli to guide the animal’s choices have remained unknown.

Soon after sweet taste receptors were identified^23^, scientists sought to create sweet-blind mice by knocking out taste receptors only to discover that animals were still capable of discerning sugar^45^. Subsequent work has confirmed that oral sweet taste is not essential to drive sugar intake^1–3^. While duodenal infusions of sweetener and sugar activate separate hindbrain^33^ and striatal^46^ pathways, only sugar infusions drive a strong conditioned preference. The sugar effects are localized to the proximal small intestine because isolated sugar infusions into the ileum or restricted to the stomach do not condition a strong preference^10,47^. Recently, it was established that duodenal neuropod cells use the neurotransmitter glutamate to transduce d-glucose from gut to brain^14^. Their contribution to sugar preferences was unknown.

A major roadblock to study the real-time contribution of a specific gut sensory cell to behavior had been the lack of suitable tools. Unlike olfactory receptor neurons or taste receptor cells, neuropod cells are not clustered in one location. Instead, these cells are scattered throughout the intestinal epithelium. Identifying and manipulating them in freely moving animals is therefore difficult. Pharmacological tools alone are not specific to cell type given the ubiquitous expression of cell surface receptors such as SGLTs. A suitable tool to determine the contribution of specific neuronal cell to behavior is optogenetics. Bringing optogenetics to the gut lumen required the development of a new device. The flexible fiberoptic developed here allowed for the use of optogenetics to interrogate the contribution of gut sensations to behavior. We believe this device will allow scientists to determine how behavior is modulated by other visceral organs that are in constant motion, such as the heart, lung or bladder.

Aided by these technologies, we discovered that the sensory function of neuropod cells is akin to the role of taste receptor cells in detecting tastants so the animal can discern flavor or retinal cone cells in detecting light wavelength so the animal can discern color. Like other sensory transducers^11,23,48^, neuropod cells use different receptors and transmitters to sense and convey signals from specific stimuli. This work serves as a foundation to determine how other stimuli, such as fats, proteins or microbial molecules, are sensed and transduced in different regions of the intestine to drive appetitive decisions.

Together, the fast neurotransmission and slow endocrine actions of sensor cells provide a synergistic complement for the gut to influence the emotion and logic behind food choices. After all, despite how sweet a food may look, smell or taste, a gratifying experience requires a gut sensation.

## Methods

### Mouse strains

All experiments on mice were performed following approval by the Institutional Animal Care and Use Committee at Duke University Medical Center under protocol A280-18-12. Mice were group housed in Duke University’s Division of Laboratory Animal Resources, where they were kept on a 12-h light/12-h dark cycle (7:00–19:00) with access to water and standard mouse chow (Purina 5001) ad libitum, unless otherwise indicated. The facility maintained an ambient temperature of 18–23 °C and humidity of 40–60%. Male and female adult mice aged 6–20 weeks were used in all experiments. In behavioral assays, animals of similar age and sex were used in experimental and control groups. Mouse strains, source, background and stock number used to breed experimental mice are listed below. The following experimental mouse strains were purchased, received or bred in-house and used directly: C57BL6/J (Jackson Laboratories, stock number 000664), Swiss Webster (Charles River Laboratories, stock number 024) and CCK–GFP (courtesy of Dr. Rodger A. Liddle at Duke University, Swiss Webster background^49^). The following double-transgenic mouse strains were bred in-house: CckCRE_tdTomato, CckCRE_Halo-YFP, CckCRE_ChR2 and Neurod1CRE_Salsa6f. The following experimental mouse strains were purchased to breed the transgenic strains: CckCRE (Jackson Laboratories, C57BL/6J background, stock number 012706), Neurod1CRE (Jackson Laboratories, C57BL/6J background, stock number 028364), LSL_tdTomato (Jackson Laboratories, C57BL/6J background, stock number 007914), LSL_Halo-YFP (Jackson Laboratories, C57BL/6J background, stock number 014539), LSL_ChR2-tdTomato (Jackson Laboratories, C57BL/6J background, stock number 012567) and LSL_Salsa6f (Jackson Laboratories, C57BL/6J background, stock number 031968).

### Human samples

Human duodenal samples were obtained from the Duke University Medical Center Biorepository and Precision Pathology Center under the Institutional Review Board protocol Pro00035974 via anonymous tissue release. Per this protocol, informed consent was obtained from all study participants. All samples were deidentified, and all links to additional individual information were broken before receipt of fresh surgical specimens. Following surgical extraction, samples were placed in sterile PBS and stored at 4 °C before crypt dissociation.

### Vagus nerve recordings

Whole-nerve recordings were performed in wild-type mice (*N* = 5–11 per group), CckCRE_Halo-YFP mice (*N* = 5 per group) and CckCRE_Halo-YFP mice following fiberoptic implantation (*N* = 4–5 per group). Whole-nerve electrophysiology recordings of the cervical vagus nerve were performed as previously reported^14^. A 20-gauge gavage needle with two connected tubes for PBS perfusion and stimulant delivery was surgically inserted through the stomach wall into the duodenum or, for controls, the distal ileum (3 cm proximal to the cecum) or the proximal colon distal to the cecum. A perfusion exit incision was made at the ligament of Treitz for the small intestine or just proximal to the rectum for colon. PBS was constantly perfused through the isolated intestinal region at ~400 μl min^–1^ as a within-subject baseline and volume pressure control. Stimulation conditions were applied after recording 2 min of baseline activity. During nutrient stimulation conditions, PBS perfusion was continuous, and 200 μl of stimulant was perfused over 1 min using a syringe pump (Fusion 200, Chemyx). The 1-min infusions of each ligand were separated by at least 6 min or the return to baseline firing rate, whichever came first. Throughout experiments, sucrose response was used as a positive control. For all nutrient and laser stimulation conditions, data were excluded if a stable sucrose response was not seen throughout the recording session. Each mouse received one to four separate ligands in addition to the sucrose positive control. The order of subsequent ligands was random within mice. Each mouse received only one inhibitor. The preinhibitor and postinhibitor ligand infusions were within subject. All ligands were dissolved in PBS. The following final concentrations for each infused nutrient were used: 8% maltodextrin^6^, 150 mM α-MGP^6,33,50^, 15 mM sucralose^6,42^, 15 mM acesulfame K^33^, 30 mM saccharin^33^, 300 mM sucrose^42^, 150 mM d-glucose^6,42^, 150 mM d-galactose^6,33,50^ and 150 mM d-fructose^6,33,50^.

#### Data acquisition

Extracellular voltage was recorded as previously described^14^. The raw data were analyzed using SpikeTailor, a custom MATLAB software (MathWorks) script^14^. Spikes were detected using a threshold detected based on RMS noise. The firing rate was calculated using a Gaussian kernel smoothing algorithm in 200-ms bins^51^.

#### Optogenetic inhibition

A standard stiff silica fiberoptic cable (FT020, ThorLabs; power, 1.98 mW mm^–2^) was threaded through or along the gavage needle into the duodenal lumen. Laser stimulation was applied simultaneously with nutrient infusion. The laser was pulsed for 1 min at 40 Hz with a 5-V peak and 20% duty cycle (473-nm, 80-mW laser, RGBlase; 532-nm, 80-mW laser, RBGlase). Following recording of a preinhibition response to the selected ligands, 532-nm light was applied as above while the selected ligand was perfused.

#### SGLT1, T1R2/T1R3 and SGLT2 inhibition

For apical receptor inhibition, the SGLT1 competitive inhibitor phloridzin dihydrate (Sigma) or the sweet taste receptor inhibitor (T1R2/T1R3) gurmarin (Peptides International) were dissolved into 1 M sucrose, 45 mM sucralose or 450 mM α-MGP. Following recording of a preinhibitor response to the selected ligand, sucrose, sucralose or α-MGP were perfused with the apical receptor inhibitors for a final phloridzin concentration of 3 mM (ref. ^14^) and a final gurmarin concentration of 7 μΜ (refs. ^27,52^). SGLT2 inhibitor dapagliflozin (3 nM) in PBS was perfused through the lumen.

#### Neurotransmitter receptor inhibition

The following neurotransmitter/neuropeptide receptor blockers were used: CCK-A receptor antagonist devazepide (2 mg kg^–1^ in 5% DMSO PBS; Sigma)^14,53^, cocktail of the ionotropic glutamate receptor antagonist KA (150 μg kg^–1^ in PBS, stock made in 1 M NaOH then diluted, pH 7.4; Sigma)^14,54^ and the metabotropic glutamate receptor antagonist AP3 (1 mg kg^–1^ in PBS, stock made in 1 M NaOH diluted, pH 7.4; Sigma)^14,55^ and non-selective P2-purinoreceptor antagonist PPADs (25 mg kg^–1^ in PBS; Sigma)^32,56–58^. Following recording of a preinhibitor response, one inhibitor was delivered over 1 min (devazepide and PPADS were delivered at 10 μl g^–1^; the KA/AP3 cocktail was delivered at 20 μl g^–1^). Infusion of the selected sugar ligand was repeated for postinhibitor recording after an incubation period of 5–8 min for devazepide and 3–5 min for KA/AP3 and PPADs.

#### Data analysis

Stimulation response was quantified as the maximum firing rate after stimulation (stimulant conditions) or during recording (baseline). Time to peak was also quantified as the time from the start of infusion to the maximum firing rate for stimulant conditions, which evoked vagal firing. Each trial served as its own control by normalizing the firing rate to the prestimulus baseline firing rate (first 2 min of recording). Maximum firing rate, time to peak and area under the curve were analyzed across stimulation condition.

### Dissociation and isolation of single intestinal epithelial cells

Small intestines of mice were dissociated for single-cell RT–qPCR (CCK–GFP; *N* = 3 mice), calcium imaging (CckCRE_tdTomato; *N* = 8 mice) or in vitro electrophysiology (CckCRE_tdTomato; *N* = 9 mice) as previously described^14^. Briefly, the proximal half of the small intestine was removed, flushed with cold PBS and cut into sections. Tissue was shaken in 3 mM EDTA in PBS for 15 min at 4 °C followed by a 15-min incubation at 37 °C. The epithelium was then mechanically detached from the muscle by shaking in cold PBS. Following centrifugation at 800 r.p.m. (Eppendorf 5702 RH; rotor A-4-38), the pellet was resuspended and incubated in HBSS with dispase and collagenase for 10 min at 37 °C. Samples were then centrifuged (500 r.p.m.), filtered twice through 70-μm and 40-μm filters and resuspended in L15 medium (5% fetal bovine serum (FBS), 10 μl ml^–1^ 10 mM HEPES, 2,000 U ml^–1^ penicillin/streptomycin and 100 μl of 1,700 U ml^–1^ DNase) to produce a single-cell suspension for further analysis.

### CCK cell and vagal nodose neuron culture

The small intestines of CckCRE_tdTomato mice were dissociated to single cells as described in Dissociation and isolation of single intestinal epithelial cells. Cells were sorted using fluorescence activated cell sorting (BD FACSAria) selecting for tdTomato^+^ fluorescent cells. Cells were sorted into coculture medium (1× GlutaMAX, 10 mM HEPES, 200 U ml^–1^ penicillin/streptomycin, 1× N2 supplement, 1× B27 supplement, 10 ng ml^–1^ nerve growth factor (NGF), 25 ng ml^–1^ epithelial growth factor (EGF), 50 ng ml^–1^ noggin and 100 ng ml^–1^ R-spondin in Advanced DMEM/F-12). Sorted cells were plated on 2.5% Matrigel-coated (Corning, 356231) 12-mm coverslips at a concentration of ~5,000–10,000 enteroendocrine cells per coverslip. Nodose neurons were dissociated from C57BL/6J wild-type mice as described in Calcium imaging of dissociated cells. Neurons in medium were plated evenly on up to eight coverslips with or without enteroendocrine cells. Patch clamp electrophysiology was performed 2–3 d after plating.

### Patch clamp electrophysiology

Enteroendocrine cells and nodose neurons were cocultured as described in the coculture section. Neurons alone were also cultured as described above onto coverslips. Coverslips were placed in the recording chamber filled with extracellular solution containing 140 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 2 mM MgCl_2_ and 10 mM HEPES (pH 7.4, 300–305 mosM). CckCRE_tdTomato cells were identified by red fluorescence and neurons by their morphology and lack of fluorescence. Recordings were made using borosilicate glass pipettes pulled to ~3.5 MΩ resistance. For voltage clamp recordings, intracellular solution contained 140 mM CsF, 10 mM NaCl, 0.1 mM CaCl_2_, 2 mM MgCl_2_, 1.1 mM EGTA, 10 mM HEPES and 10 mM sucrose (pH 7.25, 295 mosmol). Neurons were held at −50 mV for 2 min after patching in voltage clamp mode to stabilize cells. Membrane time constant, cell capacitance and voltage threshold were determined using 200-ms steps from −70 mV to +20 mV in 10-mV increments. Stimuli were delivered using the SmartSquirt Microperfusion system (Automate Scientific). Then, the SmartSquirt nozzle was brought to within 100 µm of the paired enteroendocrine cell. While extracellular solution was perfusing through the chamber (~2 ml min^–1^), either 20 mM glucose or 2 mM sucralose was applied onto the cells via the SmartSquirt needle. Baseline neuronal activity was recorded in voltage clamp mode for 2 min before exposure to either stimulus in alternating order for 30–60 s, followed by a wash with extracellular solution. After exposure to stimuli, neurons were retested with voltage steps as described above to confirm the health of the cell. Each coculture pair that responded to at least one stimulus was exposed a second time to confirm activity. A voltage step protocol described above was run before and after each stimulus application to ensure neuron health. Neurons that did not respond to voltage step were not included in the analysis.

#### Data acquisition

Recordings were performed at room temperature using a MultiClamp 700B amplifier (Axon Instruments), digitized using a Digidata 1550A (Axon Instruments) interface and visualized in pClamp software (Axon Instruments). Data were filtered at 1 kHz and sampled at 10 kHz.

#### Data analysis

Cell capacitance was calculated as *C*_m_ = (*τ* *×* *I*_0_)/∆*E*, where *τ* is the time constant of the decaying current transient, ∆*E* is the voltage step and *I*_0_ is the current transient relative to prepulse potential (Platzer, 2016, 123). To account for cell variability and health, max current was normalized to the cell capacitance. Data are presented as the mean ± s.e.m. in log scale. Significance was determined using a two-tailed Student’s *t*-test with *α* = 0.05.

### Calcium imaging of dissociated cells

For neurons, C57BL/6J (*N* = 3 mice) nodose neurons were dissociated and plated as previously described^14^. Briefly, nodose ganglia were dissected and immediately placed into 500 μl of ganglia dissociation solution containing 10 mM HEPES, 1× GlutaMAX, 1× N2 supplement, 1× B27 supplement, 0.5 μg ml^–1^ NGF and 55 μg ml^–1^ Liberase (Roche, 5401054001) in Advanced DMEM/F-12. Following digestion, ganglia were rinsed twice with PBS, mechanically dissociated in dissociation solution and filtered through a 70-μm cell strainer. Cells were then plated on 12-mm coverslips and placed in a 37 °C incubator overnight. Cells were imaged 1–2 d after plating. For enteroendocrine cells, CckCRE_tdTomato (*N* = 8 mice) cells were dissociated as described in Dissociation and isolation of single intestinal epithelial cells and fluorescence sorted (BD FACSAria) selecting for tdTomato^+^ fluorescent cells. Cells were then plated on coverslips coated with 2.5% Matrigel (Corning, 356231). Enteroendocrine cells were imaged 2–6 h after plating. To load cells with calcium dye, cells were washed once with calcium-free PBS and incubated for 45 min at 37 °C with 5 μM Fluo-4 AM and 5 µM Fura Red AM calcium dyes (Life Technologies) and 0.1% Pluronic F-127 (Life Technologies) in imaging buffer (120 mM NaCl, 3 mM KCl, 2 mM CaCl_2_, 2 mM MgCl_2_, 10 mM HEPES, 10 mM glucose; 305 mosM ± 3 mosM). The loading buffer was then removed, and cells were washed twice with imaging buffer and placed in the dark for 15 min until they reached room temperature. Coverslips were placed in the recording chamber of a Zeiss Examiner Z1 and imaged with a Hamamatsu camera (Orca-flash4.0, C11440) using the Zeiss ZEN Blue software package. Fluo-4 and Fura Red emission images were obtained using 480-nm and 570-nm excitation, respectively. Images were collected at 1.5-s intervals with a 100-ms exposure time. Each recording was 210 s (3.5 min) long. Imaging buffer was continuously perfused (~2 ml min^–1^) over the coverslips throughout the imaging session. Two stimuli were applied during each recording, 20 mM d-glucose and 2 mM sucralose. Stimuli were each delivered for 15 s with 30 s of buffer perfused in between each stimulus. The order of the experimental stimuli was alternated to offset potential order effects. Each recording session concluded with 50 mM KCl as an activity control (KCl concentration was achieved by substituting for NaCl and not an addition of more KCl). A response to KCl was defined as a ratio increase >10% above baseline. Cells that did not reach this KCl threshold were not included in the analyses.

#### Analysis

Fluorescence values for each individual cell were calculated as the mean fluorescence intensity in a user-defined region of interest in Fiji software. Intracellular calcium changes were then calculated as ∆*F*/*R* (∆*F* = change in fluorescence of the ratio *R*; *R* = Fluo-4/Fura Red) based on baseline fluorescence. Ratiometric values were then normalized to the peak KCl response. A positive response was defined as an increase in ratio >10% above baseline. If the cell responded to a second stimulus, a new baseline of five frames before application was calculated, and a response was calculated as >10% from the new baseline. A Student’s paired *t*-test was used for a single comparison between stimuli and KCl. Significance was set at *P* < 0.05. Statistical analyses were performed using MATLAB software (MathWorks), and graphs were made with Microsoft Excel.

### In vivo calcium imaging of vagal nodose neurons

In vivo vagal nodose imaging was performed in Neurod1Cre_Salsa6f (*N* = 4) mice where GCaMP6f is expressed in vagal neurons. Nodose imaging was performed as previously described^17^. Mice were initially anesthetized with urethane (2 mg g^–1^) and maintained with 0–0.5% isoflurane as needed throughout the procedure. The right nodose ganglion was partially excised and placed on a metal platform, stabilized with silicone elastomer (Kwik-Sil) and covered with a 5-mm coverslip. A 20-gauge gavage needle attached to a gravity perfusion system was surgically inserted through the stomach wall into the duodenum. A perfusion exit incision was made at the ligament of Treitz. PBS was constantly perfused at <1 ml min^–1^ for the duration of the recording as a within-subject baseline and volume pressure control. Calcium transients were imaged using a multiphoton microscope (Bruker Ultima IV) using a ×16 objective. Laser wavelength was set to 920 nm, and frames were captured at a rate of 683 ms per frame. Baseline activity was imaged while perfusing PBS. Sucrose (300 mM) and sucralose (15 mM) stimuli were perfused back to back and in reverse order to determine whether the same cell or different cells responded to both sugars. In addition, mannitol (300 mM) was used as an osmolarity control. Stimuli were delivered for 60 s with 2 min of baseline before and after application.

#### Data analysis

Fluorescence values for each individual neuron were calculated as the mean fluorescence intensity in a user-defined region of interest using Fiji software. Intracellular calcium responses were calculated as ∆*F*/*F* = (*F* *–* average *F* of entire run)/average *F* of entire run. Stimulation response was quantified as the maximum ∆*F*/*F* after stimulation onset. A positive response was defined as an increase of >20% over baseline within each neuron.

### Single-cell RNA sequencing

Left (*N* = 6) and right (*N* = 5) nodose ganglia from adult C57BL/6J wild-type euthanized mice were dissected as described in Calcium imaging of dissociated cells and separated into two distinct tubes. Dissections were completed in tandem by three lab members, and all nodose ganglia were dissected within 30 min, at which point 55 μg of Liberase (Roche) was added to each tube. Ganglia were dissociated into single cells as described in the coculture section. The dissociated solution was then carefully laid on a density gradient of 500 μl of 12% and 500 μl of 28% Percoll (Sigma) and centrifuged for 10 min at 2,900*g* at room temperature. Once centrifugation was complete, the top 700 μl was removed, and 700 μl of fresh dissociation solution was added. Cells were then centrifuged for 15 min at 2,900*g*, and the final pellet was resuspended in 500 μl of PBS + 0.04% bovine serum albumin (BSA) and passed to the Duke University Human Vaccine Institute Sequencing Core for further processing. Capturing of single cells was performed using Chromium Single-Cell 3′ v2. cDNA synthesis with PCR and library preparation were done according to the manufacturer’s guidelines. Libraries were sequenced on an Illumina NextSeq 500. The Cell Ranger pipeline version 2.1.1 was used with the mm10 mouse reference genome version 2.1.0 to convert base calls to fastq format and align, map and count genes.

#### Analysis of nodose single-cell sequencing data

RStudio package Seurat version 3.1.0 was used for the analysis^59^. We integrated our data set with the published atlas for the nodose ganglia as a reference^60^. A total of 5,847 cells were sequenced with a mean of 137,352 reads and 2,817 genes detected per cell. 

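The deposited cells lie inside the study's limits, with at most 9.99% of UMIs from mitochondrial genes in any cell. The mean was 2885.6 genes per cell over the 5507 cells. The left library gave more UMIs per cell, with a median of 8981.5 UMIs and 3519.5 genes per cell against 5306.0 UMIs and 2465.0 genes on the right. Jugular neurons had medians of 11567.0 and 8267.0 UMIs and endothelial cells 3720.5 and 3068.0. The endothelial class, which leads with the tight-junction gene *Cldn5*, thus gave fewer UMIs per cell than neurons. Raising the floor to 2000 genes keeps 4024 cells and lowers the non-neuronal share of cells, leaving 0.748% satellite glia on the left and none on the right, and 3.14% and 0.446% endothelial cells. A gene floor therefore acts on the mix of cell types.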

Cells were filtered for gene content (fewer than 1,000 or greater than 6,000 genes detected were removed) and mitochondrial content (greater than 10%), leading to the removal of 340 cells before merging the left and right nodose data sets^59^. Normalization, feature selection, scaling and linear dimensional reduction were then performed using default parameters in Seurat. 

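Nodose neurons made up 73.0% [71.2, 74.8] of left and 79.1% [77.6, 80.6] of right cells, and jugular neurons 7.69% [6.67, 8.81] and 4.83% [4.09, 5.66]. Sympathetic neurons accounted for 0.926% and 2.02%, satellite glia for 7.33% and 5.13%, and endothelial cells for 11.0% and 8.90%. NG16, with the irritant channel *Trpa1* and the heat and capsaicin channel *Trpv1* among its leading genes, held 12.6% of left and 11.9% of right cells, and NG14, with *Gpha2*, a glycoprotein hormone subunit, among its own, 11.5% and 15.1%. Shares also differed between the libraries for NG12, with the serotonin-gated channel genes *Htr3a* and *Htr3b* among its leading genes (4.27% [3.51, 5.14] left, 9.13% [8.13, 10.2] right), and NG13, with *Cckar* among its own (2.78% [2.17, 3.50] and 6.05% [5.23, 6.96]), while NG5 went the other way (2.09% and 0.761%). With 1 pooled library per side, a difference in dissection or cell recovery would change these shares as readily as a difference between the sides of the body. Small clusters include NG2, which leads with the calcium buffer *Pvalb* (0.765% and 0.463%), and JG1 (14 and 7 cells).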

Transfer ‘anchors’ between our data set and the reference published set were determined using the algorithm implemented in Seurat, and we classified our cells into the 24 clusters previously identified. 

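Preset markers of nodose and jugular neurons differed between the labelled classes. The labels were transferred with these same counts, so the marker folds check the labels and are not an independent result. *Phox2b*, which drives visceral sensory fate in placode-derived neurons, was higher in nodose neurons with a log2 fold of 4.43 (SE 0.126, adjusted p = 6.57e-254, edgeR, Benjamini-Hochberg), and *Hoxb5*, a hindbrain position gene, with 4.51 (SE 0.124). *Prdm12*, which drives the nociceptor fate of crest-derived neurons, had a log2 fold of -7.88 (SE 0.172) and *Mrgprd*, an itch and pain receptor of skin afferents, of -8.65 (SE 0.209). Among the other genes leading on the nodose side were *Cntn5*, an axonal adhesion molecule, at 6.35 (SE 0.402), *St18*, a zinc finger factor, at 5.25 (SE 0.236, but 7.92 in the left and 4.26 in the right library), *C1ql3*, a secreted synapse organizer, at 4.65 (SE 0.197), and *Crhr2*, a urocortin receptor, at 4.34 (SE 0.275). On the jugular side were also *Syt6*, a vesicle protein, at -7.91 (SE 0.284) and *Tmem45b*, a membrane protein of pain neurons, at -7.69 (SE 0.212).

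In all, 13184 genes were tested with edgeR on the sums of the 2 classes in the 2 libraries, with library as a block. After Benjamini-Hochberg adjustment at 0.05, 2445 genes were higher and 2652 lower in nodose neurons, while 5931 passed 0.05 without adjustment. Only 2 pooled libraries carry this test, so the folds say more than the p values. The SEs come from the same fit and do not measure how far the 2 libraries differ for a gene, as *St18* shows. The classes were assigned from the same counts, which can raise the folds of genes that mark them. In the left and right libraries taken alone the folds lay further apart for *C1ql3* (5.66 and 4.04), *Crhr2* (5.20 and 3.64), *Mrgprd* (-8.08 and -10.04) and *Tmem45b* (-6.91 and -10.71).

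The receptors for the candidate transmitters divided between the 2 ganglia. *Cckar* had a log2 fold of 4.05 (SE 0.191, adjusted p = 2.97e-96, edgeR, Benjamini-Hochberg) and *P2rx2* of 4.61 (SE 0.155, adjusted p = 4.40e-186). *P2rx2* is also a preset marker of nodose neurons, so its fold may in part restate the labels. Of 11 ionotropic glutamate receptor genes tested, 5 were higher in nodose neurons and 3 lower, with the same counts when adjusted over the list alone. *Gria3*, an AMPA subunit, stood at 2.19 (SE 0.229) and *Gria4* at 1.91 (SE 0.179), while *Grik1*, a kainate subunit of pain neurons, stood at -5.48 (SE 0.233) and *Grik4*, a high-affinity kainate subunit, at -1.34 (SE 0.149). *Grin1* did not pass (0.14, SE 0.127, adjusted p = 0.397). Of 4 metabotropic glutamate receptor genes, 1 was higher (*Grm5*, 1.35, SE 0.567, adjusted p = 0.045, with 1.15 on the left and 2.44 on the right) and 2 lower (*Grm7*, -0.61, SE 0.135, adjusted p = 4.06e-05, and *Grm4*, a presynaptic inhibitory receptor, -2.32, SE 0.319). Of 5 P2X genes only *P2rx2* passed, with *P2rx3* at 0.09 (SE 0.148, adjusted p = 0.695), and of 3 P2Y genes only *P2ry1* (0.58, SE 0.111, adjusted p = 1.17e-06). *Grm5* and *Grm7* were not called with DESeq2 or without the library block, *P2ry1* not without the block, and *Grin3a*, among the 5 ionotropic genes higher in nodose neurons, not with DESeq2.

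Against satellite glia and endothelial cells together, 4974 of 13718 genes were higher in nodose neurons and 4529 lower by the same edgeR test with Benjamini-Hochberg adjustment. *Gabra1*, a GABA-A receptor subunit, led at 6.40 (SE 0.360), with *Frmpd4*, a scaffold of dendritic spines, at 6.01 (SE 0.367), and *Slfn5*, an interferon-induced gene, ended the list at -8.69 (SE 0.241). *Cckar* stood at 4.26 (SE 0.243; 6.00 in the left and 3.57 in the right library), *Slc17a6* at 3.81 (SE 0.197), *Gria2* at 3.81 (SE 0.224), *Grm7* at 3.54 (SE 0.336), *P2rx2* at 3.99 (SE 0.190), *P2rx3* at 4.00 (SE 0.347) and *P2ry1* at 3.22 (SE 0.215). All 8 ionotropic and all 3 metabotropic glutamate receptor genes that passed, of 11 and 4 tested, were higher in neurons, but with DESeq2 *Grm4* and *Grm5* were not called, which leaves *Grm7* of the metabotropic ones. Of 4 P2X genes 2 were higher and *P2rx7* lower (-3.44, SE 0.275), and of 5 P2Y genes *P2ry1* alone was higher, with *P2ry2* (-1.30), the UDP-sugar receptor *P2ry14* (-2.28) and the UDP receptor *P2ry6* (-3.90) lower. The left and right libraries alone differed for *P2rx2* (4.86 and 3.57), *P2rx3* (3.91 and 4.66), *P2ry1* (3.10 and 4.10) and *P2rx7* (-3.65 and -2.81), and *Gabra1* and *Frmpd4* had no UMI in right non-neuronal cells.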

Cluster identities were confirmed with expression levels of cluster markers, and gene expression levels across clusters were visualized using uniform manifold approximation and projection (UMAP). 

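A composite count follows its most abundant genes. In nodose neurons *P2ry1* gave 91.1% of the 4198 P2Y UMIs, *Grm7* 81.3% of the 1739 metabotropic glutamate receptor UMIs and *P2rx2* 80.7% of the 12227 P2X UMIs, so these 3 sums read almost as single genes. The ionotropic glutamate sum of 15982 UMIs was shared more evenly, with *Gria2* at 27.4%, *Grik5* at 17.3%, *Grin1* at 14.1%, *Gria4* at 13.3% and *Grin3a* at 11.0%. The mean sum per nodose neuron was 5.08 UMIs on the left and 2.83 on the right for ionotropic glutamate receptors, 3.73 and 2.28 for P2X receptors, 1.50 and 0.620 for P2Y receptors and 0.606 and 0.268 for metabotropic glutamate receptors. The highest single cells held 23 and 45 UMIs for the first 2 families. 1 member of the P2Y family, *P2ry10b*, is absent from the count table, and *Grina*, a membrane protein that shares the NMDA prefix but forms no glutamate-gated channel, was left out of the ionotropic sum.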

For glutamate and ATP receptor genes, we determined composite gene expression of ionotropic (*Gria*, *Grik*, *Grin* and *P2rx*) and metabotropic (*Grm* and *P2ry*) family receptor genes by summing counts for the respective genes in each cell. All reported expression profiles were confirmed in both data sets as well as the pooled data set. 

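The cluster pattern of each receptor family was similar in the 2 libraries, while its level shifted with the family. P2X receptors followed the closest line over the 19 neuron clusters with at least 20 cells in each library, with a Spearman correlation of 0.974 and a median left-to-right ratio of 1.01, and NG6, a cluster led by the transcription factors *Nkx2-5* and *Gata3*, was highest in both. P2Y receptors (0.895, ratio 0.997) peaked in NG3 on both sides at 765.6 and 768.2 CPM, and metabotropic glutamate receptors (0.835, ratio 1.22) in NG11. Ionotropic glutamate receptors varied least between clusters and gave the lowest correlation (0.700, ratio 1.13), with NG17, the cluster of the proton-sensing receptor *Gpr65*, highest on both sides at 617.8 and 578.3 CPM. *Cckar* (0.753, ratio 1.06) peaked in NG13, and *Slc17a6* (0.879, ratio 1.31) in JG6, the cluster of the cold channel *Trpm8*. Clusters of 1 library share its tissue and preparation and are not independent replicates, so no p is given.

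**Figure D1:**
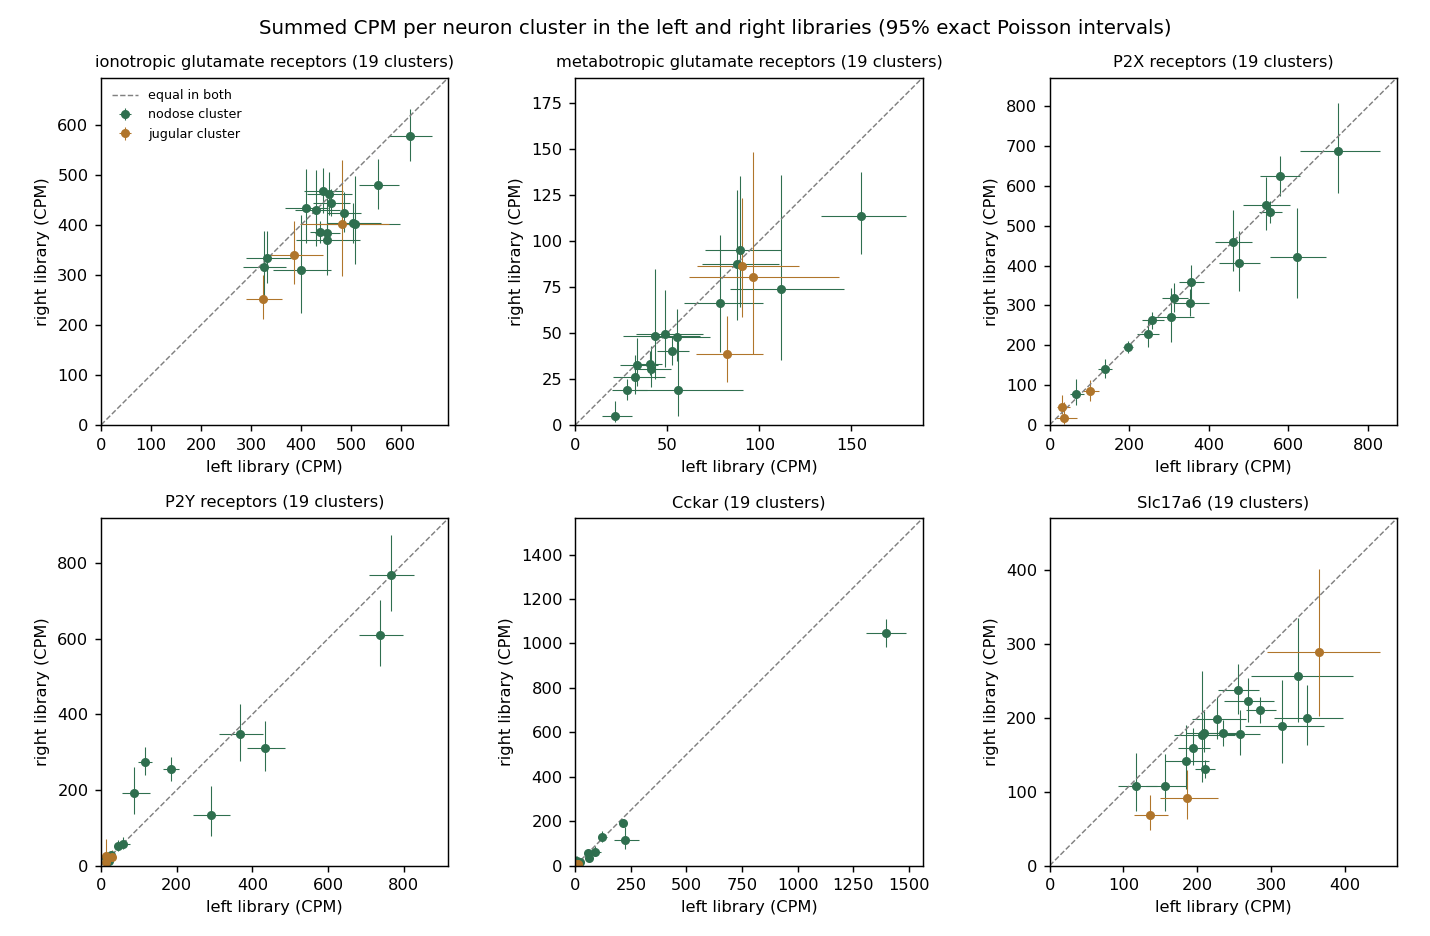
Expression of 4 receptor families, *Cckar* and *Slc17a6* by cluster in the left (x axis) and right (y axis) libraries, in CPM. Each point is 1 of 19 clusters with at least 20 cells per library (nodose green, jugular brown). Thin lines are 95% exact Poisson intervals and cover counting error only, and the dashed line marks equality.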

Only sequencing data generated for this publication are presented in the figures.

### Single-cell RT–qPCR

RNA isolation from single cells was performed using the Cells Direct One-Step qRT–PCR kit (CDK kit, Thermo Fisher) per the manufacturer’s protocol. Lysis Buffer Mix (5 μl) was pipetted into each well of a 96-well plate and centrifuged at 500*g* to spread buffer. Following the dissociation protocol, single cells were sorted into a U-bottom 96-well plate (Sigma) based on GFP signal using a MoFlo XDP sorter. For each mouse, 60 GFP^+^ cells, 30 GFP^–^ cells and control wells were sorted. Control wells of 0, 10 and 100 cells were run in duplicate. Following sorting, the contents of each well were pipetted into a 96-tube, 0.2-ml PCR plate, which was then incubated in a thermocycler at 75 °C for 10 min. After centrifuging to pellet, DNase I and 10× DNase I reaction buffer from the CDK kit were added to each well and incubated at 25 °C for 5 min. Two microliters of 25 mM EDTA was added to each well, vortexed and pelleted. The plate was then incubated at 75 °C for 10 min to inactivate DNase I. Next, cDNA was synthesized and preamplified. Specific Target Amplification (STA) mix was made by mixing 1 μl of each TaqMan probe. STA mix, superscript reverse transcriptase (RT) and reaction buffer from the CDK kit were added to each sample and incubated on a thermocycler for 15 min at 50 °C, 2 min at 95 °C and 20 cycles of 15 s at 95 °C and 4 min at 60 °C. Gene expression was then probed using the 96.96 Dynamic Array integrated fluidic circuit on a Biomark using the manufacturer’s protocol (Fluidigm).

#### Quality control

Quality of the threshold cycle (*C*_t_) values from the Biomark output was assessed using the Fluidigm Real-Time PCR Analysis software (Fluidigm). All trials (*N* = 3 mice; *n* = 60 positive cells and 30 negative cells per mouse) were loaded simultaneously for analysis. The quality was analyzed in linear derivative mode, and the quality threshold was set at 0.65 based on the manufacturer’s recommendations. All curves not meeting the quality threshold were analyzed visually for smoothness (more smooth representing high quality) and entered into analysis based on comparison with passing curves. All cells not meeting quality measures or having no detected transcripts for either housekeeping gene (*Gapdh* or *Actb1*) were excluded from analysis (48 positive cells and 24 negative cells were excluded).

#### Analysis

Further processing of *C*_t_ values was performed based on Stählberg et al.^61^. Relative quantities (RQ) of cDNA molecules were calculated using the formula RQ = 2(^*C*^_*q* cutoff_ – *C*_*q*_) using a *C*_*q*cutoff_ value of 34. The RQ value for any sample expressing no detectable transcripts for a gene was set at 0.5. All data were expressed in a log_2_ scale. Heat maps were generated for gene expression normalized within each gene (mean of 0; s.d. of 1) using Qlucore Omics Explorer (Qlucore). Differential gene expression analysis ((1) CCK–GFP^+^ versus CCK–GFP^–^, (2) *Slc5a1*^+^ versus *Slc5a1*^–^ in CCK–GFP^+^ cells and (3) *Tas1r3*^+^ versus *Tas1r3*^*–*^ from CCK–GFP^+^ cells) was performed using two-tailed two-group *t*-test comparisons with a *q* value cutoff of 0.05 (as implemented by Qlucore).

### Immunohistochemistry

CCK–GFP (*N* = 3) mice were transcardially perfused with PBS for 3 min followed by 4% paraformaldehyde (PFA) for 3 min at a rate of 600 µl min^–1^. Each small intestine was collected, opened lengthwise, rolled with the proximal end in the center and postfixed in 4% PFA for 3 h. Tissue was then dehydrated in 10% sucrose for 1 h and 30% sucrose for at least 12 h. Samples were embedded in optimal cutting temperature compound (OCT) (VWR) and stored at −80 °C. Tissue was sectioned onto slides at 14 μm using a cryostat. Tissue slides were postfixed in 10% normal buffered formalin (VWR) for 10 min and washed in Tris-buffered saline with 0.05% Tween-20 (TBST) (Sigma). SGLT1 staining was achieved by performing heat-mediated antigen retrieval. Trisodium citrate dihydrate buffer (10 mM in PBS, 0.05% Tween, pH 6.0; Sigma) was heated in a slide holder in a water bath to >90 °C. Tissue slides were immersed for 20 min and then immediately placed into cool tap water and washed in TBST for 5 min. Tissue was blocked in 10% donkey serum (Jackson ImmunoResearch) for 1 h. Tissue was then incubated with primary antibody dissolved in antibody dilution solution (PBS with 1% BSA and 0.0025% Triton-X 100) for 24 h at 4 °C and then 1 h at room temperature. The following primary antibodies and dilutions were used: anti-SGLT1 (rabbit, Abcam, ab14686; 1:100) and anti-GFP (chicken, Abcam, ab13970; 1:500). After primary antibody incubation, tissue was washed in TBST and incubated with secondary antibody in antibody dilution solution (1:250) for 1 h at room temperature. The following secondary antibodies were used: Alexa Fluor 488 AffiniPure F(ab′) Fragment Donkey Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch, 711-546-152, RRID AB_2340619), Cy3 AffiniPure F(ab′) Fragment Donkey Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch, 711-166-152, RRID AB_2313568) and Alexa Fluor 488 AffiniPure F(ab′) Fragment Donkey Anti-Chicken IgG (H+L) (Jackson ImmunoResearch, 703-546-155, RRID AB_2340376). Tissue was then washed with TBST, stained with DAPI (1:4,000) for 3 min, washed in TBST and mounted using Fluoro-Gel with Tris Buffer (Electron Microscopy Sciences). Imaging was done on a Zeiss 880 Airyscan inverted confocal microscope. Images were adjusted for brightness/contrast using ImageJ (Fiji).

### In situ hybridization

CCK–GFP (*N* = 3) mice were transcardially perfused with PBS for 3 min followed by 4% PFA for 3 min at a rate of 600 µl min^–1^. Each small intestine was collected, opened lengthwise, rolled with the proximal end in the center and postfixed in 4% PFA for 24 h. Tissue was then dehydrated in 10% sucrose and 30% sucrose for 24 h each. Samples were embedded in OCT (VWR) and stored at −80 °C. Tissue was sectioned onto slides at 14 μm using a cryostat. RNA detection was performed using the RNAscope Multiplex Fluorescent Reagent kit v2 Assay (ACD). Briefly, tissue slides were baked for 30 min at 60 °C and postfixed in 10% normal buffered formalin (VWR) for 60 min before being washed in PBS twice (Sigma). Slides were then dehydrated using successive ethanol washes (50%, 70%, 100% and 100%) for 5 min each. Slides were then incubated with hydrogen peroxide for 10 min before undergoing target retrieval using RNAScope reagents in a steamer. Slides were submerged into the RNAScope target retrieval solution at >99 °C for 5 min. Slides were then treated with protease III for 30 min at 40 °C before subsequent hybridization and amplification steps per the manufacturer’s instructions. The following probes used were all purchased from ACD: Mm-Cck (402278), Mm-Slc5a1 (468888) and Mm-Tas1r3 (515431). Hybridization signal was detected using Opal dyes (Akoya Biosciences) at a dilution of 1:1,500. Tissue was then washed with TBST, stained with DAPI (1:4,000) for 3 min, washed in TBST and mounted using Fluoro-Gel with Tris Buffer (Electron Microscopy Sciences). Imaging was done on a Zeiss 880 Airyscan inverted confocal microscope. Images were adjusted for brightness/contrast using ImageJ (Fiji). Cells with greater than two puncta within the cell body were considered positive for the gene. Control slides using the negative control probes (ACD) were used to ensure that background staining was less than one puncta per cell.

### Organoid culture

#### Murine organoids

Mouse organoids were cultured from CCK–GFP mice (*N* = 3) per Sato et al.^28^. Briefly, the proximal one-third of the small intestine was flushed with cold PBS, opened lengthwise and cut into ~1-cm pieces. Tissue pieces were incubated with 1.5 mM EDTA on ice for 25 min and then 37 °C for 15 min. Crypts were detached by shaking in cold PBS, pelleted at 100*g* and resuspended in Matrigel (Corning, 356231). Crypts were plated in 50-µl mounds in 24-well plates and maintained in organoid culture medium containing 1× GlutaMAX (Gibco), 10 mM HEPES (Gibco), 200 U ml^–1^ penicillin/streptomycin (Gibco), 1× N2 supplement (Gibco), 1× B27 supplement (Gibco), 1 mM *N*-acetylcysteine (Sigma), 50 ng ml^–1^ EGF (Peprotech), 100 ng ml^–1^ noggin (Peprotech) and 10% R-spondin conditioned medium (produced in-house using Trevigen 3710-001-K cells) in Advanced DMEM/F-12 (Gibco). Y-27632 (Enzo; 10 μM) was added to the culture medium for initial plating.

#### Human organoids

Human organoids were cultured per Fujii et al.^29^. Human tissue was washed in PBS, and the epithelial layer was dissected from submucosa and connective tissue and minced. All tips and tubes used were coated with FBS. Tissue pieces were washed in PBS until clear and incubated in 5 mM EDTA in PBS for 1 h on ice. Crypts were detached by shaking in cold PBS, pelleted at 100*g* and resuspended in Matrigel (Corning, 356231). Crypts were plated in 50-µl mounds in 24-well plates and maintained in Human Intesticult (Stem Cell, 06010) with 10 μM Y-27632 at initial plating.

### Glutamate release assay

Murine or human small intestinal organoids were passaged and plated into a 96-well plate in 25-μl Matrigel mounds in organoid culture medium as above. The human organoid medium contained 500 ng ml^–1^ human R-spondin (Peprotech) and was supplemented with 500 nM A-83-01 (Tocris) and 10 nM leu-gastrin (Sigma) for differentiation with 10 μM Y-27632 at passage^62^. When mature morphology was achieved 3–7 d after passage, medium was removed, and organoids were washed in PBS twice for 5 min at room temperature. Organoids were then stimulated with 60 μl of 300 mM sucrose, 150 mM α-MGP, 15 mM sucralose or PBS for 10 min at 37 °C. Supernatant was collected, centrifuged for 10 min at 13,000*g* to remove insoluble material and stored at −20 °C for up to 2 weeks. Glutamate concentration in samples was assessed using the Glutamate Release Assay kit (Sigma). Fifty microliters of each sample was mixed with buffer, glutamate enzyme mix and developer following the manufacturer’s protocol. Each experimental condition was run in triplicate on every plate. A glutamate standard was run for every plate. Control wells of sample and developer without enzyme mix were run in duplicate and included for each sample. Absorbance at 450 nm was measured on a plate reader (Tecan Infinite 200 Pro). Nine reads were taken per well and averaged. The absorbance from the control was subtracted from each experimental sample absorbance for the corrected value. Glutamate amount and concentration was calculated using the standard curve.

### Flexible fiberoptic implant fabrication

#### Waveguide fabrication

The step index core/cladding flexible polymer waveguide was fabricated using the thermal drawing process starting from a macroscopic polymer preform (template)^37,38,63^. The preform was assembled by inserting a PC rod (1/8" (3.81 cm) in diameter, McMaster-Carr) into a PMMA tube (1/4" (7.62-cm) outer diameter and 1/8" (3.81-cm) inner diameter; US Plastics) and then consolidating the rod-in-tube assembly at 170 °C in a vacuum oven. The resulting preform was drawn into a meters-long fiber in a custom-built fiber drawing tower at a temperature of 270 °C. The lateral dimensions of the preform were reduced by 30 times to produce a microscopic (220- to 230-μm-diameter) PC/PMMA core/cladding optical waveguide.

#### Physical characterization of flexible polymer waveguide

Optical transmission loss of the fibers was quantified by coupling the fibers to a diode-pumped solid state laser (Laserglow; 50-mW maximum output, wavelength *λ* = 473 nm) via ferrules, and the light output was measured by a photodetector (S121C, 400–1,100 nm, 500 mW; Thorlabs) attached to a power meter (PM100D, Thorlabs). Optical transmission was quantified for a range of fiber lengths (1–10 cm), bending angles (0°, 90°, 180° and 270°) and radii of curvature (0.5, 1, 2.5, 5, 7.5, 10, 12.5 and 15 mm).

#### Gut implant fabrication

To optically couple as-drawn fibers to a light source, 9- to 10-cm-long fibers were inserted into a 10.5-mm-long, 2.5-mm-diameter, 231-μm bore size ceramic ferrule (Thorlabs) and affixed with optical epoxy (Thorlabs). The ferrule edge was then polished using a Thorlabs fiber polishing kit. Fiber was then threaded through ~7.5 cm of microrenathane tubing (BrainTree Scientific) to provide structural stability for tunneling. The proximal ~6.75 cm of the tubing closest to the ferrule was opacified with liquid electrical tape (Starbrite) to reduce non-specific activation of CCK-expressing cells in the skin (Fig. 5h). The final length of the device was ~9.25 cm including the ferrule; ~1.5 cm of the device could be illuminated and ~0.75 cm of fiber extended beyond the tubing. The average power recorded from the device tip was measured using a photodetector (S140C, 250–1100 nm, 500 mW; Thorlabs) attached to a power meter (PM100D, Thorlabs). Average power output (optical intensity) at the end of the PC/PMMA fiber with a 5-V, 40-Hz, 532-nm laser input was 1.07 mW mm^–2^ before implantation.

### Gut fiberoptic implantation surgery

Adult CckCRE_Halo-YFP, CckCRE_ChR2 mice or littermates were singly housed and acclimated to behavioral cages (TSE PhenoMaster) 1 week before surgery. Mice were anesthetized with isoflurane (1–3% in oxygen). A 2-cm incision was made from the xiphoid process diagonally to the left-mid clavicular line. The peritoneal cavity was accessed, and the stomach was extracorporealized for implantation. A purse string suture was made in the gastric antrum, avoiding blood vessels. A small incision was made in the stomach within the suture, and a gavage needle was used to dilate the pylorus. The distal end of the device was threaded into the proximal duodenum so that the illuminated region of the device was in the proximal small intestine (Fig. 5h). The purse string stitch was tied to secure the device in the intestine. The opacified portion of the device was tunneled to the base of the skull. The peritoneum and overlying skin were sutured. The device exited the tunnel at the base of the skull and was skull mounted; skull mounting was required to maximize longevity of the implant. For maximal adhesion, the skull was etched with a razor blade, and a thin layer of Metabond cement (Clear L-Powder S399+catalyst; Metabond) was applied. Then, the Metabond layer was etched and the device attached using standard dental cement (Stoelting, 51458). Mice recovered for at least 5 d or until normal feeding behavior and activity returned.

#### Fiber durability

For all experiments using the flexible fiberoptic device, a total of 40 mice were implanted for experimentation. Of the 40 mice implanted, 36 had devices that were intact and functional (90% success rate). Failure was due to a break in the tip of the fiber where it exits the clear tubing (four total devices). Data from mice with broken fiberoptic devices were excluded from analyses.

### Duodenal catheter surgery

Adult C57BL/6J wild-type mice were surgically implanted with catheters into the duodenum, using a similar procedure as previously described^9,64^. Mice were anesthetized with isoflurane (1–3% in oxygen). A 2-cm incision was made from the xiphoid process diagonally to the left-mid clavicular line. The peritoneal cavity was accessed and the stomach extracorporealized for catheter implantation. Microrenathane tubing (BrainTree Scientific) with one silicone ball (Home Depot) at implantation end was inserted into a small incision made in the stomach within a purse string suture. The distal end of the catheter was threaded into the proximal duodenum, and the silicone ball was sutured inside the stomach to keep the catheter in place. The other end of the catheter was tunneled to the back and directed out in the small intrascapular incision. This end was secured in place with surgical mesh. The proximal end of the catheter was sealed with a metal cap. Mice were then singly housed and recovered for at least 5 d until normal feeding behavior and activity returned.

### Phenotyping equipment

All optogenetic behavior experiments were performed in a principal investigator-managed husbandry system. Animals were housed in a custom-built PhenoMaster behavioral phenotyping system (TSE Systems). The PhenoMaster was programmed (software version 6.6.9) to automatically maintain a light cycle (7:00 lights on; 19:00 lights off), temperature control (22 °C) and humidity control (40%). The PhenoMaster holds 12 clear cages in which animals were singly housed. Cages were industrially washed, and bedding (ALPHA-dri) was replaced weekly. Animals were provided with standard mouse chow (Purina 5001) and reverse osmosis water ad libitum unless fasted for a choice assay. All cages housed an enrichment device, which also served to weigh the animals. A food hopper, water bottle and weigh container were attached to weight sensors (TSE). Food intake, water intake and weight were automatically measured every 5 s to the nearest 0.01 g. For drinking measurements, a 10-s smoothing interval with a maximum raw analog-to-digital conversion counts difference of 40,000 was permitted. For weight measurements, a 15-s smoothing interval with a 15-g threshold and a maximum raw analog-to-digital conversion counts difference of 1,000,000 was permitted. Intake was measured every 5 s and binned every 1 min for analyses unless otherwise indicated. Animal activity was determined by beams crossed in the *x* and *y* planes and was collected with a 100-Hz scan rate. For optogenetic stimulation experiments, custom PhenoMaster software drove scheduled TTL pulses, which triggered laser on/off. For optogenetic experiments, TTL signals were set to be triggered every 3 min. Each cycle included 1 min on with a 40-Hz, 5-V pulse at 20% duty cycle and 2 min off. Each experimental session with laser stimulation began with 1 min of laser on. Following experiments, raw data were downloaded from the Phenomaster software and analyzed using MATLAB software (MathWorks). Unless otherwise indicated, all activity, food intake and water intake measurements were binned in 1-min intervals for analysis. Data were corrected for minor fluctuations by only permitting a monotonically increasing function for both food and water intake; values that represented negative food intake were replaced by the most recent value.

#### Plexiglass cage manufacturing

The choice assay paired with intraduodenal drug delivery occurred in in-house-manufactured clear plexiglass cages. Clear plexiglass (Home Depot, model acr0802448; 0.2 × 60.96 × 121.92 cm) was manufactured into cages with a 20.32 × 20.32-cm base and four 25.4-cm-tall walls secured with clear silicone (Loctite waterproof sealant). The walls were snap cut by hand in our laboratory or in the Duke Engineering machine shop. The top of the cage was open. To allow mice to move around the cage freely, a custom swivel arm (TSE), which introduced the tubing to attach to each catheter, was secured on one wall with a custom three-dimensional-printed device. This device was essentially a tube that snuggly fit around the metal swivel arm to hold it upright and was super-glued to one side of the cage.

### Food intake following lipid gavage

Adult CckCRE_Halo mice (*N* = 3) were implanted with the flexible fiberoptic and housed in the PhenoMaster. Following recovery, mice were habituated to gavage, handling and connection to the fiber patch cable. On experimental days, mice were gavaged with a fat solution (7% Intralipid diluted in PBS; Sigma) or PBS (delivered as 0.1 ml per 10 g) after 90 min of food and water restriction. Immediately following gavage, mice received inhibiting (532-nm) or control (473-nm) light stimulation (40 Hz, 5 V, 20% duty cycle). Thirty minutes after gavage, food and water was available for 3 h, during which the light stimulation continued. Food intake was continuously measured for 3 h. Food intake was calculated as gram of chow intake per gram body weight.

### Oral glucose tolerance test

Blood glucose was measured in adult CckCRE_Halo mice (*N* = 4) by an oral glucose tolerance test. Mice were food and water deprived for 1 h. Then, mice were gavaged with sucrose (1 M, as 0.1 ml g^–1^ mouse; approximate sucrose concentration consumed in 1-h choice assay) and received 10 min of 532-nm or 473-nm light stimulation (40 Hz, 5 V, 20% duty cycle). Blood glucose was measured (True Metrix 60 Blood Glucose Meter) after 1 h of deprivation (−10 min), immediately following gavage (0 min) and after 10 min of laser inhibition (10 min).

### Total gut transit time

Total gut transit time was performed as previously described^65^. Adult CckCRE_Halo mice (*N* = 4) were implanted with the flexible fiberoptic. Following recovery, mice were habituated to gavage, handling and connection to the fiber patch cable. On test days, mice were food and water restricted for 1 h. Mice then received a gavage of a solution containing Evans Blue (5%; Sigma) and methylcellulose (0.5%; Sigma) mixed in 300 mM sucrose in 1× PBS, followed by 1 h of silencing (532-nm) or control (473-nm) laser stimulation (40 Hz, 5 V, 20% duty cycle). Bedding was evaluated for a blue fecal pellet every 10 min. Total gut transit time was calculated as the time between the gavage and the first blue fecal pellet. At euthanasia, one device was broken, and data from that mouse were excluded from analysis.

### Gallbladder emptying

Gallbladder emptying, an effect of CCK, was measured by calculating gallbladder volume before and after stimulus perfusion to the duodenum. Serum levels of CCK were not measured due to the unreliability of commercial kits. Gallbladder volume was calculated using previously published reports^66,67^. Wild-type mice were fasted overnight before being fully anesthetized under isoflurane. A laparotomy was performed, and the gallbladder was gently exposed and measured using a microcaliper. Gallbladder volume was calculated using the formula gallbladder volume (μl) = length (mm) × width (mm) × depth (mm) × π/6 (ref. ^67^). A gavage needle was inserted and secured in the duodenum through the pylorus and was connected to an infusion pump (TSE Systems). Mice received an infusion of PBS (negative control), corn oil (positive control; Canola) or sucrose (300 mM) at 40 μl min^–1^ for 5 min. Thirty minutes later, gallbladder volume was measured again. Gallbladder emptying was calculated as the percent change from the pre- to postinfusion volume.

### Gastric emptying

Gastric emptying was measured as previously reported^68,69^. Wild-type mice were fasted overnight before receiving a 0.3-ml gavage of PBS (control), corn oil (positive control; Canola) or sucrose (300 mM). Fifteen minutes later, mice were killed, and the duodenum and esophagus were clamped and tied off securely with suture thread. The stomach was then removed and weighed. The stomachs were desiccated at 65 °C for 6 d before being weighed again. Gastric emptying was calculated as gastric emptying (% volume remaining) = (postweight/preweight) × 100. A separate cohort of CckCRE_Halo mice were implanted with flexible fiberoptic devices in the duodenum. Mice were food and water deprived for 1 h. They were then gavaged with PBS or sucrose (300 mM) and received laser stimulation (40 Hz, 5 V, 20% duty cycle) for 15 min, and stomachs were dissected as described above.

### Choice assay

Mice were given free access to 300 mM sucrose and 15 mM sucralose for 24 h in the home cage to control for neophobia. During 24-h access, mice had ad libitum access to food and water, although water intake was negligible; implanted mice were not connected to patch cables. For each subsequent choice assay, at the start of the dark cycle (19:00), mice were placed in a cage with fresh bedding and restricted of food and water either in the Phenomaster or plexiglass cages. One hour after onset of the dark cycle (20:00), 300 mM sucrose and 15 mM sucralose became available for free consumption for 1 h. Concentrations were selected based on prior studies showing iso-sweetness^6,42^. The side of the sucrose and sucralose solutions was swapped each test to control for side preferences. To advance to optogenetic or pharmacologic inhibition, mice were required to display a stable preference for sucrose, defined as >66% sucrose preference in two consecutive tests and not varying by more than 15% across both tests. For five mice who did not display a clear preference by the seventh test or displayed a clear side preference by the third test were reexposed for 24 h as above. The average number of test days to advance to inhibition was 5.24 d. Following each test session, mice were disconnected when appropriate (optogenetic and intraduodenal infusion tests) and given ad libitum access to food and water. The start of all test sessions was separated by at least 48 h.

#### Optogenetic inhibition

Implanted CckCRE_Halo-YFP mice (final *N* = 8, *N* = 5 male/3 female) and their wild-type littermates (final *N* = 5, *N* = 3 male/2 female) underwent baseline choice assays as described in Choice assay. Testing occurred in our TSE PhenoMaster apparatus. During all baseline and experimental assays, mice were connected to the laser using a custom swivel arm (TSE) coupled to a rotary joint patch cable (ThorLabs, RJPFF2) for free movement at the time of dark onset for consistency and acclimation. Once a stable preference was established, each mouse underwent two experimental conditions, 532-nm (silencing) light and 473-nm (control) light, followed by a repeated baseline. Order of wavelength was counterbalanced to control for order effect. During photostimulation conditions, the Phenomaster delivered a TTL pulse for laser stimulation: 1 min on (5 V, 40 Hz, 20% duty cycle) and 2 min off for the full hour. The following analyses were assessed: minute-to-minute sucrose and sucralose consumption, preference for sucrose relative to the total amount of volume consumed, motor activity and food/chow intake over 24 h following the assay. Fiberoptic placement and power output was confirmed at the end of the study. Only mice who completed all four tests and whose device had appropriate power/placement were included in analysis. Four mice were excluded for the following reasons: one mouse for low power and three mice due to a strong side preference.

#### Pharmacologic inhibition with intraperitoneal injections

C57BL/6J wild-type mice (for CCK-A inhibition, final *N* = 4, *N* = 3 male/1 female; for glutamate receptor inhibition, final *N* = 4, *N* = 2 male/2 female) underwent baseline choice assays as described in Choice assay. During the acclimation period, wild-type mice received intraperitoneal injections of PBS to acclimate them to the procedure. Once a stable sucrose preference was established, each mouse underwent two experimental conditions: drug and vehicle. The order of injection was counterbalanced. Testing occurred in our TSE PhenoMaster apparatus as described in the optogenetics section. For CCK-A inhibition, devazepide was delivered 2 mg kg^–1^ (10 μl g^–1^) dissolved in 5% DMSO in PBS. Devazepide or vehicle (5% DMSO in PBS) was injected intraperitoneally 30 min before the choice assay based on prior reports^30^. For glutamate receptor inhibition, KA/AP3 cocktail (15 ng kg^–1^ KA and 0.1 μg kg^–1^ AP3) or vehicle (1 M NaOH in PBS, pH 7.4) was delivered intraperitoneally (10 µl g^–1^) 10 min before the choice assay. Two mice were excluded from further study due to a strong side preference.

#### Pharmacologic inhibition with intraduodenal injections

C57BL/6J wild-type mice (final *N* = 4, *N* = 3 male/1 female) were implanted as described in the duodenal catheter surgery section and underwent baseline choice assays as described in Choice assay. Catheters were flushed with 0.05 ml of PBS daily and immediately before the 1-h food and water deprivation (dark onset). Testing occurred in our plexiglass cages with syringes (solution intake was measured manually every 5 min). Immediately before the 1-h test session, mice were attached to microrenathane tubing that delivered drug, vehicle or control solutions via an infusion pump (Fusion 200, Chemyx). The infusion pump was started, which delivered 0.4 ml of the appropriate solution over the 1-h test session (flow rate was 0.0066 ml min^–1^). PBS solutions were delivered intraintestinally during baseline tests. For glutamate receptor inhibition, KA/AP3 cocktail (15 ng KA and 0.1 μg AP3) or vehicle (1 M NaOH in PBS, pH 7.4) was delivered intraintestinally in 0.4 ml. Catheter placement was confirmed at the end of the study by visual inspection of the small intestine following the infusion of a dye solution through the catheter. One mouse was killed before the final baseline test out of concern for stability of the implant. However, the catheter was confirmed to be in the duodenum, and its data were included. One mouse was excluded from further study due to a strong side preference.

### One bottle assay

CckCRE_ChR2 mice (final *N* = 4 CckCRE_ChR2, *N* = 2 male/2 female; *N* = 4 littermate controls, *N* = 2 male/2 female) were acclimated to the PhenoMaster and implanted with flexible fiberoptic implants as described above (Gut fiberoptic implantation surgery*)*. Implanted mice were given free access to sucralose (15 mM) 24 h in the home cage to control for neophobia. During 24-h access, mice had ad libitum access to food and water, although water intake was negligible; implanted mice were not connected to patch cables during exposure. For each one-bottle assay, 5 min before the start of the dark cycle, access to food and water was closed, and mice were attached to the rotary joint patch cable (ThorLabs, RJPFF2) in the Phenomaster; mice remained in the home cage. At the start of the dark cycle, sucralose (15 mM) became available for free consumption for 1 h. Following each test session, mice were disconnected and given ad libitum access to food and water. The start of all test sessions was separated by at least 48 h.

Each mouse underwent two habituation conditions (sucralose (15 mM), no laser) followed by two experimental conditions: sucralose + 473 nm (activating) and sucralose + 532 nm (control). The order of experimental conditions was randomized across mice. During photostimulation conditions, the Phenomaster delivered a TTL pulse for laser stimulation based on intake as follows: for every 0.01 g of liquid consumed, the mice received 5 s of laser stimulation (5 V, 40 Hz, 20% duty cycle). Fiberoptic placement and power output was confirmed at the end of the study. Only mice who completed all tests and whose device had appropriate power/placement were included in the analysis. One mouse was excluded from the analysis due to a broken fiber in the lumen.

#### Pharmacological blockade

The test above was repeated in a separate group of CckCRE_ChR2 mice (*N* = 3, *N* = 1 male/2 female) with a slight modification. Thirty minutes before the onset of the dark cycle, food and water was removed. Mice received an injection of a cocktail of glutamate receptor antagonists (150 μg kg^–1^ KA and 1 mg kg^–1^ AP3, intraperitoneally) 25 min before access to sucralose, which coincided with the onset of the dark cycle. Mice had access to sucralose (15 mM) for 1 h.

### Statistics and reproducibility

We performed statistical analyses using JMP Pro Software (version 14, SAS), unless otherwise indicated. Data were evaluated for normality using a Q–Q plot. For normally distributed data, an ANOVA was used, and a Tukey’s honestly significant different post hoc testing was performed when applicable. For behavior studies, we used a repeated measures ANOVA to account for each subject and followed with post hoc paired Student’s *t*-tests. For data not normally distributed, means were evaluated by a Kruskal–Wallis test with non-parametric comparisons using the Wilcoxon method. For other studies, comments on statistical tests performed are included throughout the Methods and in figure legends. All error bars and shaded regions represent s.e.m. unless otherwise indicated. Sample size was not predetermined using power analyses. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications^33,44^. Standardized randomization was not performed for in vitro or in vivo experiments. All behavioral studies were counterbalanced across age and sex to control for variables including position in cage, order effect and handedness. Data collection and analysis were not performed blind to the conditions of the experiments.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-021-00982-7.

## Supplementary information

Reporting Summary

Supplementary Video 1 A flexible fiber for gut optogenetics. A conventional stiff silica fiber (left) punctures an agarose (1.5%) membrane, but the flexible PC/PMMA fiber (right) does not.

## Figures and Tables

**Extended Data Fig. 1:**
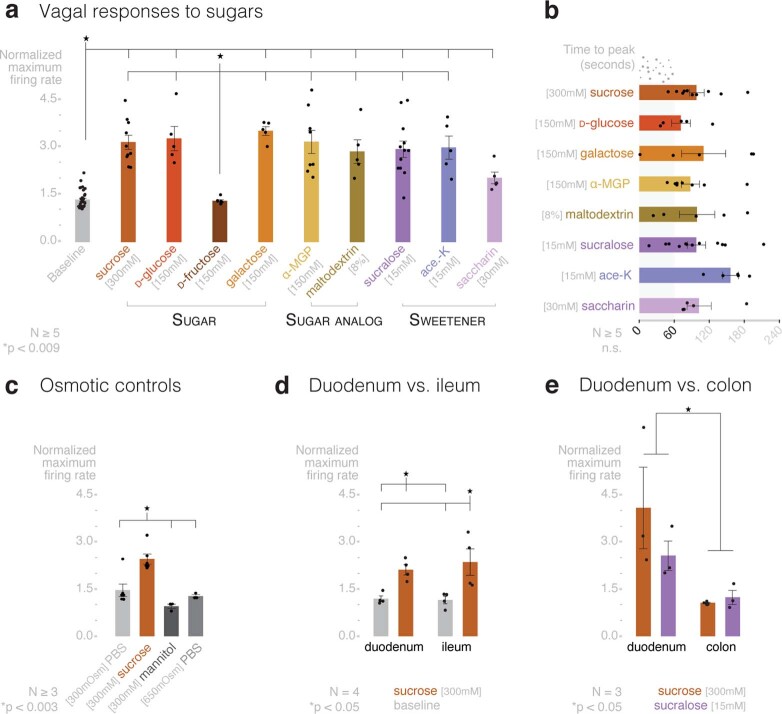
Vagal responses to sugars, sugar analogs, and sweeteners are not due to osmolarity and are specific to the small intestine, related to Fig. 1. **a**, Normalized maximum vagal firing rate to baseline (PBS), sugars (sucrose [300 mM] (N = 10), d-glucose [150 mM] (N = 5), d-fructose [150 mM] (N = 5), d-galactose [150 mM] (N = 5)), sugar analogs (alpha-methylglucopyranoside (α-MGP) [150 mM] (N = 8), and maltodextrin [8%] (N = 5)), and sweeteners (sucralose [15 mM] (N = 11), acesulfame K (ace-K) [15 mM] (N = 5), and saccharin [30 mM] (N = 5)). *p < 0.009 by Kruskal-Wallis test with non-parametric comparisons using Wilcoxon Method. P-values comparing baseline to each stimulus: sucrose, p < 0.0001; d-glucose, p = 0.0004; d-frucrose, p = 0.6868; d-galactose, p = 0.0004; α-MGP, p < 0.0001; maltodextrin, p = 0.0005; sucralose, p < 0.0001; ace-K, p = 0.0005; saccharin, p = 0.0008. **b**, Time-to-peak vagal firing rate for sugar stimuli (N as in **a**; n.s.). **c**, Normalized maximum vagal firing rate to intraduodenal sucrose [300 mM, ~650mOsm] (N = 6), mannitol [300 mM, ~650mOsm] (N = 3), and 2X PBS [650 mOsm] (N = 3). *p < 0.04 by Kruskal-Wallis test with non-parametric comparisons using Wilcoxon Method. **d**, Normalized maximum vagal firing rate to sucrose [300 mM] compared to baseline (PBS) infused into the duodenum (p = 0.0173) or ileum (p = 0.0036) (N = 4 mice per group; *p < 0.004, ANOVA with post hoc Tukey’s HSD test). **e**, Normalized maximum vagal firing rate to sucrose [300 mM] and sucralose [15 mM] infused intraluminally into the duodenum or proximal colon (N = 3 mice per group; *p = 0.0280, ANOVA with post hoc Tukey’s HSD test). Data are presented as mean values. Error bars = S.E.M.

**Extended Data Fig. 2:**
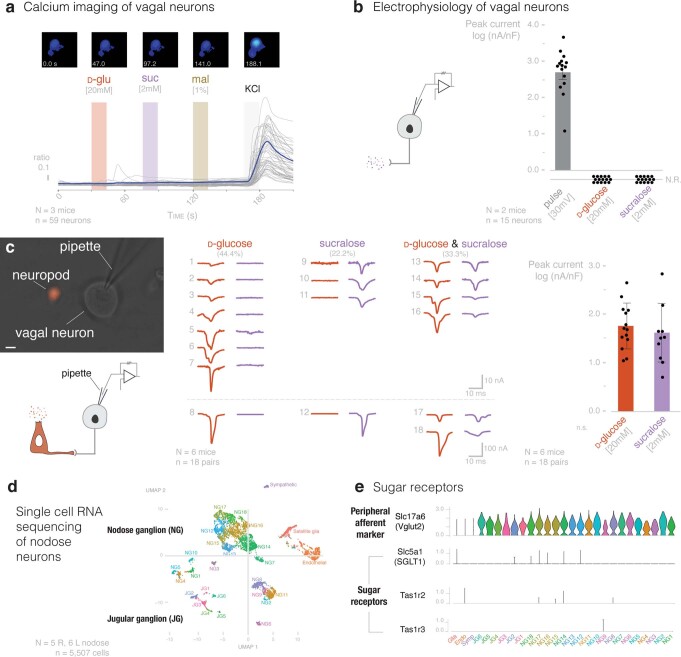
Vagal neuron response to sugars depends on intestinal Cck-labeled neuropod cells, related to Figs. 2 and 3. **a**, In wild-type vagal nodose neurons loaded with Fluo-4 and Fura Red, calcium activity was imaged in response to d-glucose [20 mM], sucralose [2 mM], maltodextrin [1%], and positive control KCl [50 mM] (N = 3 mice; n = 59 neurons). **b**, In CckCRE_tdTomato vagal nodose neurons cultured alone, current was recorded to a+40mV pulse, d-glucose [20 mM] stimulus, or sucralose [2 mM] stimulus (N = 2 mice; n = 15 neurons). No current response was observed to d-glucose or sucralose. Data are presented as mean values. Error bars = S.E.M. **c**, *Left*- Electrophysiology in co-cultures of vagal nodose neurons and CckCRE_tdTomato intestinal cells (bar = 10 μm). *Center-* Of 18 pairs of co-cultured neurons, excitatory post-synaptic potentials were recorded to d-glucose [20 mM] (44.4%), sucralose [2 mM] (22.2%), and both (33.3%) (N = 3 mice, n = 18 pairs). *Right* - Peak excitatory post-synaptic currents to d-glucose [20 mM] and sucralose [2 mM] (N = 3 mice; n = 18 pairs). Data are presented as mean values. Error bars = S.E.M. **d**, Single cell transcriptomic data projected onto the vagal nodose atlas^61^ showing 18 nodose ganglia (NG) and 6 jugular ganglia (JG) clusters (N = 5R, 6L nodose ganglia; n = 5,507 cells). **e**, Violin plots from single cell transcriptomic data showing transcripts for *Slc5a1* (SGLT1), *Tas1r2*, *Tas1r3*, and control *Slc17a6* (VGLUT2)—a peripheral afferent marker found ubiquitously in nodose and jugular ganglion neurons.

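The control gene *Slc17a6*, the vesicular glutamate transporter VGLUT2, had a level of 232.6 CPM in left and 177.7 CPM in right nodose neurons, and jugular neurons were positive in 86.9% and 59.6% of cells. The cells labelled satellite glia were positive in 3.30% [1.22, 7.04] and 5.16% [2.25, 9.92], and endothelial cells in 4.38% and 4.09%. The drop on the right follows depth in part: with each cell thinned to 2000 UMIs the nodose shares were 38.5% and 29.8%. Its highest clusters were JG6 (340.1 CPM), NG2 (310.0 CPM; 372.8 left, 206.0 right) and NG6 (302.5 CPM).

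Per UMI the sodium-glucose transporter *Slc5a1* was highest in NG12 (2.44 CPM [1.12, 4.63]; 3.73 CPM and 4.72% of cells on the left, 1.70 CPM and 1.45% on the right), then NG18 (1.48 CPM; 1.79 left, 0.975 right) and NG17 (1.40 CPM). *Tas1r3*, which pairs with *Tas1r2* to form the sweet receptor, had UMIs in NG14, NG15, NG17 and NG8, and in 0.365% [0.00924, 2.02] of left and 0.743% [0.0902, 2.66] of right endothelial cells. *Slc5a1* lies on chromosome 5 of GRCm38 from 33104219 to 33162870, *Tas1r2* on chromosome 4 from 139653538 to 139670280 and *Tas1r3* on chromosome 4 from 155859268 to 155863362. In GENCODE vM21 *Tas1r2* shares 1510 of its 3047 exon bases with *Gm21969*, a predicted gene on the same strand that the count table holds without a UMI, so the *Tas1r2* counts may lack reads that match both genes.

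**Figure D2:**
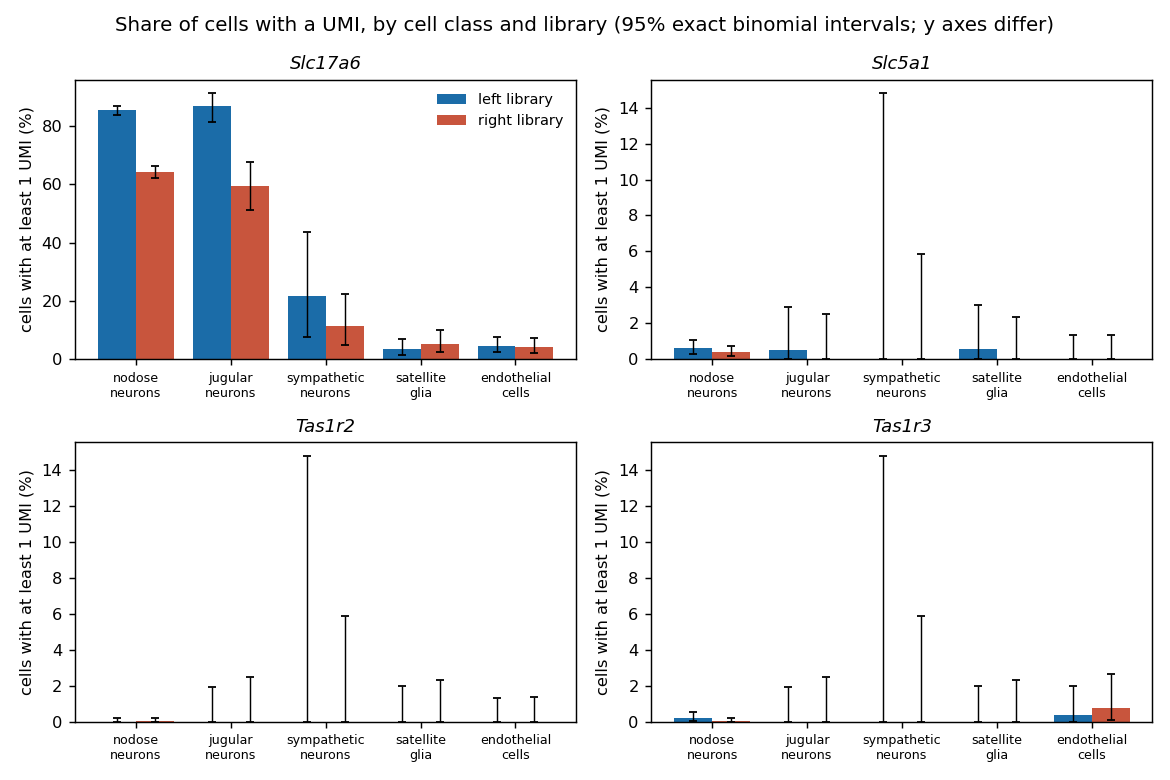
Share of cells with at least 1 UMI of *Slc5a1*, *Tas1r2*, *Tas1r3* and *Slc17a6* by cell class and library. Thin lines are 95% exact binomial intervals and cover counting error only. The y axes differ.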

**Extended Data Fig. 3:**
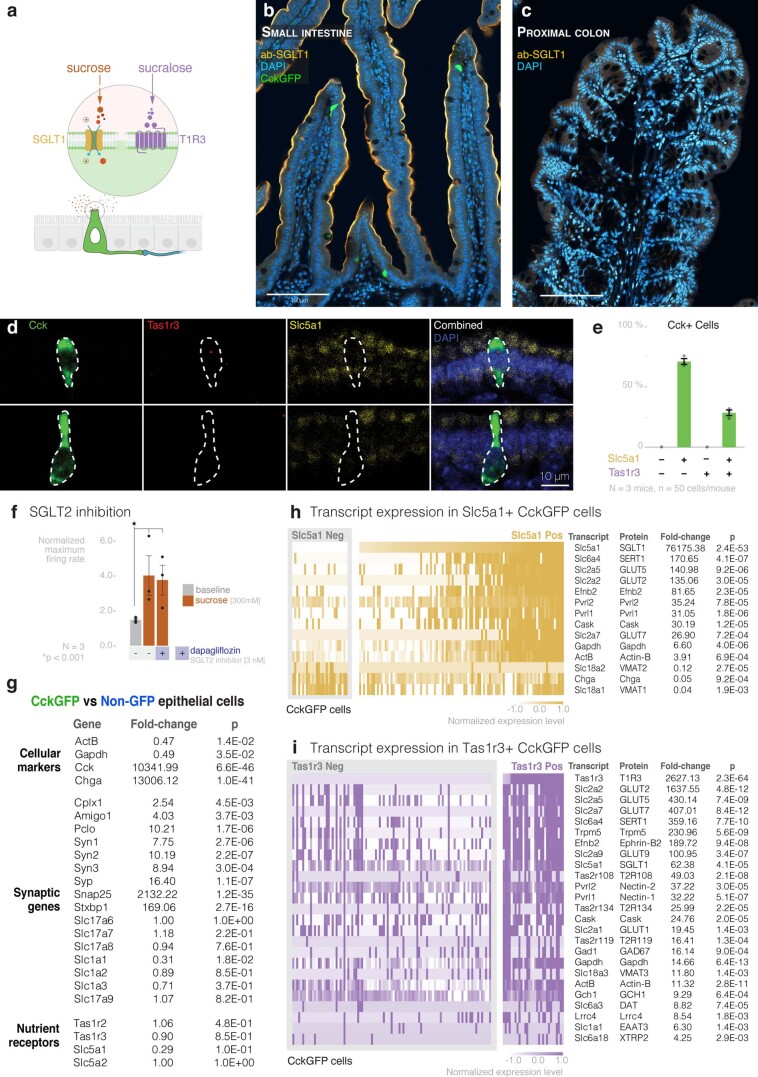
Cck-labeled neuropod cells express SGLT1 in the small intestine, related to Fig. 3. **a**, Cck-labeled neuropod cells express SGLT1 and T1R3. **b**, Immunofluorescent image of small intestine tissue stained with SGLT1 (yellow). Most small intestinal epithelial cells, that is absorptive enterocytes and Cck-labeled neuropod cells (green), express SGLT1. **c**, Immunofluorescent image of proximal colonic tissue stained with SGLT1 (yellow). Minimal SGLT1 staining was observed in the colon. **d**, Fluorescent in situ hybridization (FISH) images of Cck-labeled neuropod cells in duodenal tissue. *Top row*–cell with expression of *Cck*, *Tas1r3*, and *Slc5a1*. *Bottom row*–cell with expression of *Cck* and *Slc5a1*, but not *Tas1r3*. **e**, Quantification of FISH results. In accordance with the single-cell qPCR results (Figs. 3b,c), 71.3 ± 0.04% of CCK+ cells only expressed transcripts for *Slc5a1* while 28.7 ± 0.04% expressed transcripts for both *Slc5a1* and *Tas1r3* (N = 3 mice, n = 50 cells/mouse). Data are presented as mean values. Error bars = S.E.M. **f**, Normalized maximum vagal firing rate to baseline (PBS) and sucrose [300 mM] with and without SGLT2 inhibitor dapagliflozin [3 nM]. SGLT2 inhibition did not affect vagal firing in response to sucrose (N = 3 mice per group; *p = 0.0405 by ANOVA with post hoc Tukey’s HSD test). Data are presented as mean values. Error bars = S.E.M. **g**, Fold-change and p-values for genes shown in single cell qPCR heat map in Fig. 3b (N = 3 mice; n = 132 CckGFP + cells, n = 66 CckGFP- cells). **h-i**, Heat map of gene expression in CckGFP cells by single cell qRT-PCR. **h**, Genes significantly different between CckGFP cells positive and negative for *Slc5a1* (SGLT1) (N = 3 mice, n = 132 CckGFP cells, 104/132 *Slc5a1*+). **i**, Genes significantly different between CckGFP cells positive and negative for *Tas1r3* (T1R3) (N = 3 mice, n = 132 CckGFP cells, 31/132 *Tas1r3*+).

**Extended Data Fig. 4:**
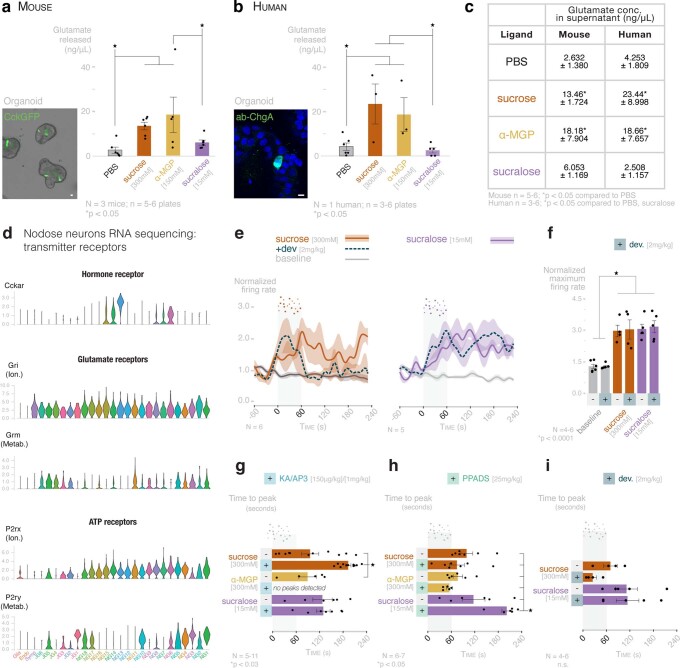
Cck-labeled neuropod cells use different neurotransmitters to distinguish sucrose from sucralose in both mouse and human, related to Fig. 4. **a-c**, Organoids cultured from mouse or human small intestinal tissue were stimulated with PBS, sucrose [300 mM], α-MGP [150 mM], and sucralose [15mM]. Glutamate in the supernatant was detected using a colorimetric assay. **a**, In CckGFP (green) intestinal organoids, sucrose and α-MGP elicited significant glutamate release compared to PBS control, while sucralose did not. **b**, Human duodenal organoids contain Chromogranin-A+ cells (ChgA, green)—a validated marker for enteroendocrine cells in human tissue that co-localizes with cholecystokinin^71^. Human duodenal organoids release glutamate to sucrose and α-MGP, but not to sucralose or PBS control. Bars=10 μm. **c**, Quantification of supernatant glutamate concentration from mouse and human organoids (mouse: N = 3 mice, n = 5-6 plates, *p < 0.05; human: N = 1 human sample, n = 3-6 plates, *p < 0.05). **d**, Violin plots from single cell transcriptomic data of nodose ganglia and jugular ganglia for *Cckar*, glutamate receptors (ionotropic (Ion.) and metabotropic (Metab.)), and ATP receptors (*P2rx* (ion.) and *P2ry* (metab.)) (N = 5 right, and 6 left murine nodose ganglia, n = 5,507 cells). **e**, Normalized vagal responses to baseline (PBS) and sucrose (left; N = 4) or sucralose (right; N = 6) before and after cholecystokinin-A receptor inhibition with devazepide [2mg/kg]. **f**, Quantification of peak vagal response from **(e)** *p < 0.0001. **g-i**, Time-to-peak vagal firing before and after inhibition of **(g)** glutamate receptors with KA/AP3 from Fig. 4b (*p < 0.03. p = 0.0031 comparing sucrose before and after KA/AP3); **(h)** P2 purinergic receptors with PPADS from Fig. 4d (*p < 0.05. p= 0.0369 comparing sucralose before and after PPADS); and (**i**) cholecystokinin-A receptors with devazepide from **(e)**. Gray vertical bars = infusion. Bold lines = mean, shaded regions/error bars = S.E.M. For vagal recordings, statistics by **(g)** Kruskal-Wallis test with non-parametric comparisons using Wilcoxon Method or **(f, h, i)** ANOVA with post hoc Tukey’s HSD test.

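Jugular neurons had less of the P2X receptors than nodose neurons, and more of the metabotropic glutamate receptors, which modulate release and excitability through G proteins. P2X receptors were at 338.9 CPM [330.9, 347.1] in left and 340.0 CPM [331.0, 349.1] in right nodose neurons against 69.8 and 64.0 CPM in jugular neurons. Metabotropic glutamate receptors reached 60.7% [53.4, 67.7] and 41.8% [33.7, 50.2] of jugular neurons, and the nodose-to-jugular ratio of CPM was 0.636 [0.550, 0.739] on the left and 0.653 [0.519, 0.831] on the right. In jugular neurons the ionotropic glutamate receptors were at 354.3 and 293.5 CPM, a ratio of 1.30 [1.22, 1.40] and 1.44 [1.30, 1.59] in favour of nodose neurons. P2Y receptors were at 136.0 CPM [131.0, 141.2] and 92.3 CPM [87.7, 97.1] in nodose neurons and 87.3 and 56.7 CPM in jugular neurons. The log2 left-to-right ratio of P2Y receptors in nodose neurons, 0.56, was 0.0360 when every cluster had equal weight, with 7 clusters higher on the left and 9 on the right.

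With cells thinned to equal depth, ionotropic glutamate receptors and P2X receptors stayed the most frequent on both sides, and metabotropic glutamate receptors fell behind P2Y receptors and *Cckar* on the left. The thinned nodose shares were 59.7% and 57.2% for ionotropic glutamate receptors, 47.2% and 47.1% for P2X receptors, 16.2% and 13.2% for P2Y receptors, 14.5% and 17.9% for *Cckar*, and 11.0% and 9.68% for metabotropic glutamate receptors. The *Grm7* gene, which makes up most of the last family, spans chromosome 6 of GRCm38 from 110645581 to 111567230, and the compact *P2rx2* gene chromosome 5 from 110339812 to 110343212. Endothelial cells held ionotropic glutamate receptors in 10.2% [6.90, 14.4] and 7.06% [4.31, 10.8] of cells, and P2X receptors in 16.4% and 14.9%.

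**Figure D3:**
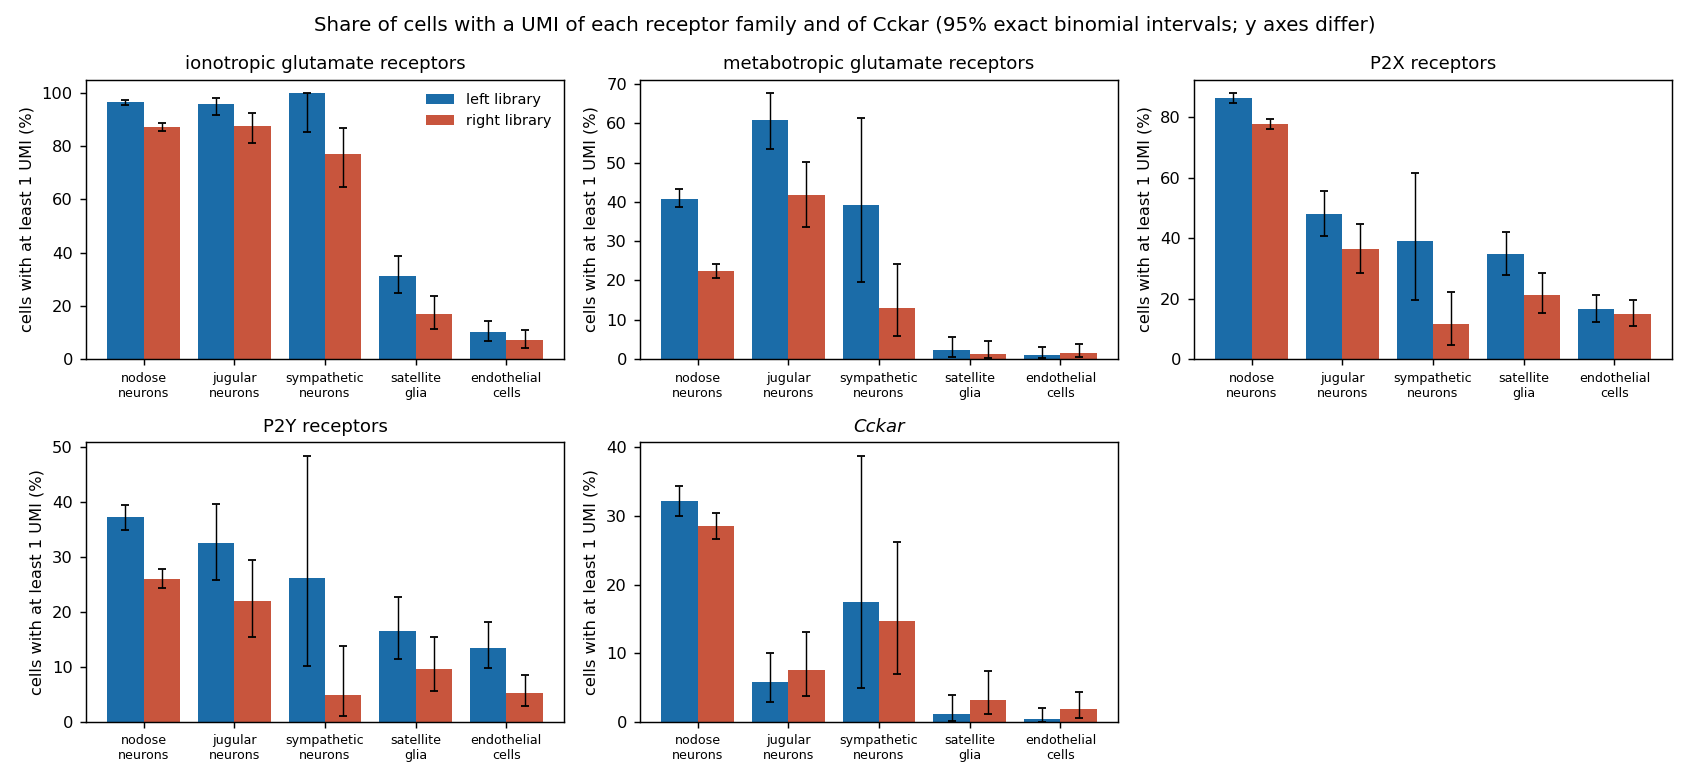
Share of cells with at least 1 UMI of each receptor family and of *Cckar* by cell class and library. Thin lines are 95% exact binomial intervals and cover counting error only. The y axes differ.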

**Extended Data Fig. 5:**
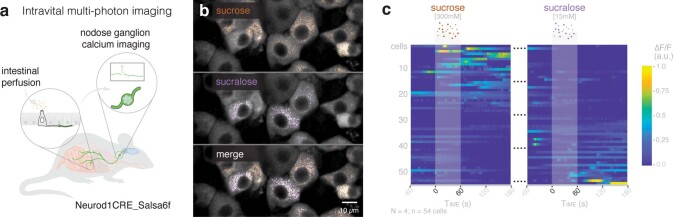
Distinct neuronal pathways transmit luminal sucrose and sucralose from gut to brain. **a**, In anesthetized Neurod1CRE_Salsa6f mice, right nodose ganglion neurons were imaged in vivo by intravital multi-photon calcium imaging while sugars were delivered from the pylorus to the ligament of Treitz. In these mice, nodose neurons express the calcium indicator GCaMP6f. **b**, Representative images of nodose ganglion neurons colored by response to sucrose (*top*) and sucralose (*middle*). Merged image (*bottom*) shows non-overlapping populations. **c**, Calcium activity was imaged in response to intraduodenal sucrose [300mM] then sucralose [15mM], or vice versa. Each row indicates one neuron’s response to both sucrose and sucralose (N = 4 mice, n = 54 cells).

**Extended Data Fig. 6:**
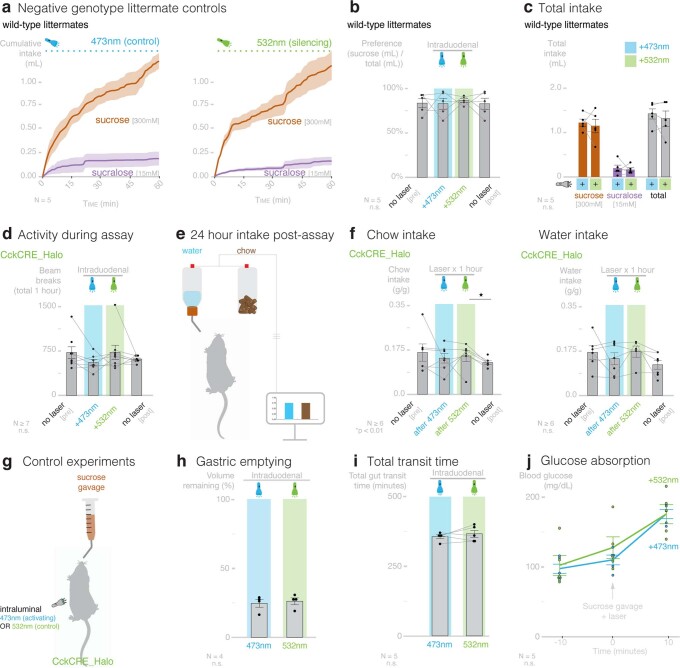
Laser inhibition of duodenal Cck-labeled neuropod cells does not cause malaise or off-target effects, related to Fig. 6. **a**, In CRE-negative littermate controls of CckCRE_Halo mice, average traces showing sucrose [300mM] and sucralose [15mM] consumption during control 473 nm light (left) and silencing 532 nm light (right). **b**, Preference quantified at one hour with no laser (pre/post), control 473 nm light, and silencing 532 nm light. **c**, Quantification of total intake at one hour (N = 5 littermate controls; n.s. by repeated measures ANOVA). **d**, Activity was measured as total beam breaks in x-y plane during one-hour choice assay with control 473 nm (N = 7) or silencing 532 nm light (N = 8; n.s. by repeated measures ANOVA). **e**, Water and chow intake were measured during the 23 hours following the choice assay. **f**, Total chow and water intake in 23 hours following the one-hour choice assay with no laser (pre, post), with control 473 nm light (N = 7), or with silencing 532 nm light (N = 6). Silencing 532 nm light did not affect subsequent intake of chow or water compared to control 473 nm light (CckCRE_Halo mice, *p = 0.0030 by repeated measures ANOVA with two-tailed paired t-test post-hoc analysis). **g-j**, CckCRE_Halo mice underwent gavage with 300 μL of sucrose [300mM] and were tested for off-target effects of laser inhibition. Laser inhibition with silencing 532 nm light, compared to control 473 nm light, did not affect (**h)** gastric emptying (N = 4), **(i)** total gut transit time (N = 5) or **(j)** glucose absorption (N = 5) after sucrose gavage (CckCRE_Halo mice, n.s.). Bold line = mean, shaded regions/error bars = S.E.M.

**Extended Data Fig. 7:**
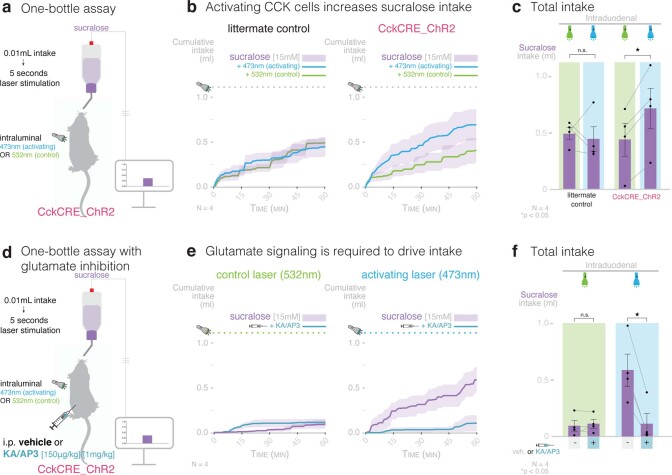
Glutamatergic signaling from Cck-labeled neuropod cells drives intake. **a**, CckCRE_Channelrhodopsin (CckCRE_ChR2) mice and littermate controls were given a one-bottle intake test of sucralose [15mM] for 1 hour with control 532 nm or activating 473 nm light. Laser stimulation was paired to solution consumption: for every 0.01 mL intake, mice received 5 seconds of intraluminal stimulation at 40Hz. **b**, In littermate controls (left) or CckCRE_Chr2 mice (right), average traces show intake of sucralose plus control 532 nm light or activating 473 nm light. **c**, Stimulation of duodenal Cck-labeled neuropod cells with 473 nm light increased intake of sucralose [15mM] (N = 4 mice; *p = 0.0062, repeated-measures ANOVA with post-hoc two-tailed paired t-test). **d**, In CckCRE_ChR2 mice, ionotropic/metabotropic glutamate receptor inhibitors KA/AP3 (150 μg/kg] /[1mg/kg] in 10 μL/g mouse in 1M NaOH in PBS, pH=7.4) or vehicle (1M NaOH in PBS, pH=7.4) were administered intraperitoneally 25 minutes prior to the one-bottle assay as in **(a)**. **e**, In CckCRE_ChR2 mice, average traces show intake of sucralose with vehicle (purple) or glutamate receptor inhibitor (blue) and control 532 nm light (left) or activating 473 nm light (right). **f**, Glutamate receptor inhibition reverses the increase in sucralose intake caused by optogenetic stimulation of Cck-labeled neuropod cells (N = 4 mice; *p = 0.0054, repeated-measures ANOVA with post-hoc two-tailed paired t-test). Bold line = mean, shaded regions/error bars = S.E.M.

**Extended Data Fig. 8:**
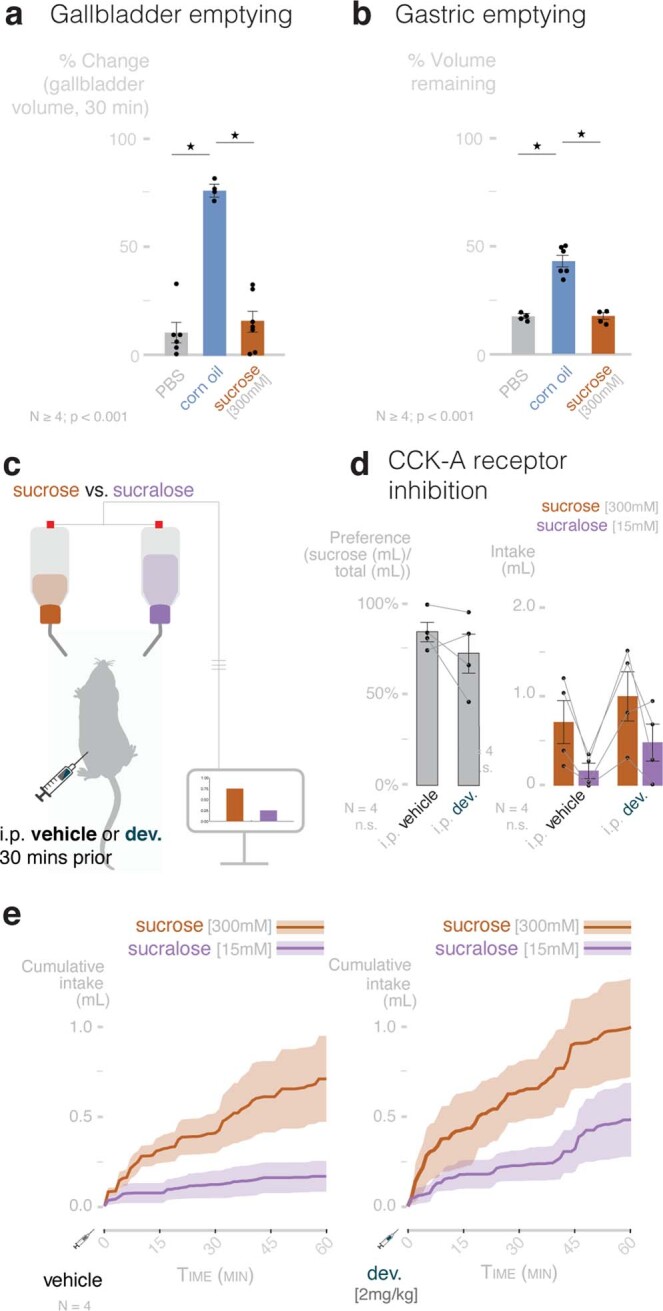
Cholecystokinin signaling does not mediate sucrose preference, related to Fig. 6. Circulating cholecystokinin is known to promote gallbladder emptying and slow gastric emptying in response to fat. **a**, Wild-type mice were anesthetized and PBS (negative control, N = 6), corn oil (positive control, N = 4), or sucrose ([300 mM], N = 7) was perfused into the duodenum and change in gallbladder volume was measured. Corn oil stimulated gallbladder emptying, while sucrose and PBS had no effect. p < 0.0001 by ANOVA. **b**, Wild-type mice were gavaged with 300 μL of PBS (negative control, N = 4), corn oil (positive control, N = 6), or sucrose ([300mM], N = 4) and gastric emptying was measured. Corn oil reduced gastric emptying (increased volume remaining), while sucrose and PBS had no effect. p < 0.0001 by ANOVA. **c**, Wild-type mice were given a two-bottle preference test between sucrose [300mM] and sucralose [15mM] for one hour. Cholecystokinin-A receptor inhibitor devazepide [2mg/kg] or vehicle (5% DMSO in PBS) was administered intraperitoneally (10 μL/g mouse) 30 minutes prior to assay. **d**, Preference for sucrose over sucralose (left) and sugar intake (right) during the one-hour assay with vehicle or devazepide. Preference was unchanged by devazepide compared to vehicle. Sucrose intake trended towards increasing with devazepide (N = 4 mice per group, n.s.). **e**, Average traces show sucrose and sucralose intake with intraperitoneal injection of vehicle (left) or cholecystokinin-A receptor inhibitor devazepide (right). Bold line = mean, shaded regions/error bars = S.E.M.

**Extended Data Fig. 9:**
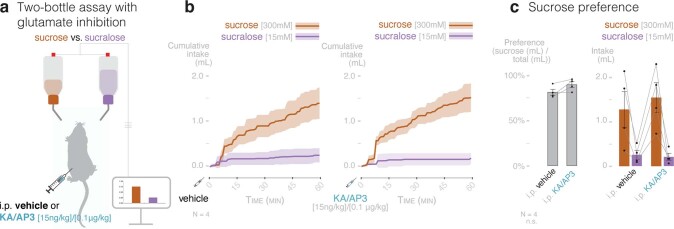
Duodenal local dose of glutamate receptor inhibitors does not impact sucrose preference when delivered systemically. **a**, Wild-type mice were given a two-bottle preference test between sucrose [300mM] and sucralose [15mM] for one hour. Local dose ionotropic/metabotropic glutamate receptor inhibitors KA/AP3 ([15ng/kg]/[0.1 μg/kg] in 10 μL/g mouse in 1M NaOH in PBS, pH=7.4) or vehicle (1M NaOH in PBS, pH=7.4) was administered intraperitoneally 10 minutes prior to assay. **b**, Average traces show sucrose and sucralose consumption with intraperitoneal injection of vehicle (left) or local dose glutamate receptor inhibitors KA/AP3 (right). **c**, Preference for sucrose over sucralose (left) and sugar intake (right) during the one-hour assay with vehicle or KA/AP3. Preference and intake was unchanged by systemic administration of local dose glutamate receptor inhibition compared to vehicle (N = 4 mice per group, n.s.). Bold line = mean, shaded regions/error bars = S.E.M.

## Data Availability

The source data that support the findings of this study are available from the corresponding author upon request. The mm10 mouse reference genome is available from GENCODE vM23/Ensembl 98. Single-cell sequencing data sets are available on the NIH Gene Expression Omnibus database (GSE185173).

## Code availability

All custom code used for analysis in this paper is available from the corresponding author upon request.

# Supplementary material for: The preference for sugar over sweetener depends on a gut sensor cell
**Source:** Nat Neurosci. 2022 Jan 13;25(2):191–200. doi: 10.1038/s41593-021-00982-7
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Software used in data collection: Signal Express (NI; <https://ni.com>, version 16.0.1); pClamp (Axon Instruments; Software Version 10.7); ZEN 2 - Blue Edition (Zeiss; <https://www.zeiss.com>); PhenoMaster software (TSE Systems Inc.; software version 6.6.9)

Data analysis Software used in data analysis: ImageJ/Fiji (Schneider et al 2012; <https://imagej.nih.gov/ij/>, version 2.3.0); MATLAB (MathWorks; <https://www.mathworks.com>, version R2021a 9.10); RStudio (R Consortium; <https://www.r-project.org>, version 2.10); JMP Pro (JMP from SAS; <https://www.jmp.com>, version 16); Spike Tailor (Mathworks; Kaelberer et al., 2018); Seurat (R Consortium; Stuart et al., 2019, version 3.1.0); Biomark- RealTime PCR Analysis (Fluidigm; <https://www.fluidigm.com/software>, PN 101-6793); QluCore Omics Explorer (QluCore; <https://www.qlucore.com/omics-explorer>, version 3.6)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The source data that support the findings of this study are available from the corresponding author upon request. The mm10 mouse reference genome available from GENCODE vM23/Ensembl 98. Single cell sequencing datasets are available on the NIH GEO database (GSE185173).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications studying ingestive behavior in mouse models (Han et al., Cell, 2018; Tan et al., Nature, 2020; Sclafani & Ackroff, Physiol. Behav., 2017).
Data exclusions	- For vagal nerve recordings: Throughout experiments, sucrose response was used as a positive control. For all nutrient and laser stimulation conditions, data were excluded if a stable sucrose response was not seen throughout the recording session. - For single cell qPCR: All cells not meeting quality measures or having no detected transcripts for either housekeeping gene (Gapdh or Actb1) were excluded from analysis (48 positive cells, 24 negative cells were excluded). - For calcium imaging and patch clamp electrophysiology: Each recording session concluded with 45 mM KCl as an activity control (KCl concentration was achieved by substituting for NaCl, and not an addition of more KCl). A response to KCl was defined as a ratio > 10% increase above baseline. Cells that did not reach this KCl threshold were not included in analyses. - For in vivo calcium imaging of vagal nodose neurons: The predetermined exclusion criteria for neurons was a response to mannitol [300mM] because this meant the neuron was responsive to osmolarity instead of just sugar. - For optogenetic behavior studies: Only mice who completed all tests and whose fiberoptic device had appropriate power/placement at completion were included in analysis. For two-bottle studies, mice that did not have a side preference were included. - For pharmacologic behavior studies: Only mice who completed all tests, did not have a side preference, and whose catheter had appropriate placement and patency at completion were included in analysis.
Replication	- For vagal cuff experiments, the response to positive control sucrose was tested and replicated in between ligands to ensure within subject reproducibility. If the response changed substantially, the inclusion criterion was not met and therefore, the experiment was terminated. The vagal response to sucrose and sucralose was reproducible across at least 2 users. - For in vitro calcium imaging and patch clamp electrophysiology, the response to stimuli within the same cell was not replicated due to limitations of cell viability with repeated applications. To ensure reproducibility, experiments were conducted across several sessions and included at least 2 independent biological replicates. - For in vivo calcium imaging, each stimulant was perfused twice per mouse, leading to similar results. To ensure reproducibility, experiments were conducted across several sessions and included 4 independent biological replicates. - For single cell qPCR, experiments were repeated three times using three biological replicates. The results of individual experiments were similar. - For behavior experiments, response to optogenetic or pharmacologic inhibition was not replicated within subject because the durability of the implants was limited and multiple experiments were required from each mouse. To ensure reproducibility, mice across at least 3 litters were used for each experiment.
Randomization	Standardized randomization was not performed for in vitro or in vivo experiments. For vagal cuff experiments, sucrose 300mM was used as a positive control and the order of the subsequent ligands was random within each mouse. For in vitro calcium imaging experiments, in vivo calcium imaging experiments, and patch clamp electrophysiology, the order of the experimental stimuli was alternated to control for potential order effects. All behavioral studies were counterbalanced across age and sex to control for variables including position in cage, order effect, and handedness.
Blinding	Experimenters were not blinded to treatment condition, genotype, or outcome due to the need for the experimenter to give the desired test ligand or treatment.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	- For immunohistochemistry: Anti-SGLT1 antibody (host = rabbit) (Abcam; Cat#ab14686); Anti-GFP antibody (host = chicken) (Abcam; Cat#ab13970); Alexa Fluor 488 AffiniPure F(ab') Fragment Donkey Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch; Cat#711-546-152; RRID#AB_2340619); Cy3 AffiniPure F(ab') Fragment Donkey Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch; Cat#711-166-152; RRID#AB_2313568); Alexa Fluor 488 AffiniPure F(ab') Fragment Donkey Anti-Chicken IgG (H+L) (Jackson ImmunoResearch; Cat#703-546-155; RRID#AB_2340376) - For in situ hybridization: All probes were purchased from ACD including Mm-Cck (cat# 402278), Mm-Slc5a1 (cat# 468888), and Mm-Tas1r3 (cat# 515431)
Validation	Anti-SGLT1 antibody was commercially validated in human enterocytes, heart and skeletal muscle tissues. The antibody was then validated for this study in murine enterocytes as positive control. Anti-GFP antibody was commercially validated in mouse tissue against recombinant fragment.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Male and female adult mice aged 6-20 weeks were used in all experiments. Mice were group housed in Duke University's Division of Laboratory Animal Resources, where they were kept on a 12-hour light-dark cycle (0700-1900) with access to water and standard mouse chow (Purina 5001) ad-libitum, unless otherwise indicated in the manuscript Methods. The facility maintained an ambient temperature of 18-23°C and humidity of 40-60%. Mice used were: C57BL/6J (wild-type) (Jackson Lab; Stock #000664); Swiss Webster (wild-type) (Charles River; Stock #024); CckGFP (background = Swiss Webster) (Rodger Liddle, M.D.; Wang et al., 2010); CckCRE (background = C57BL/6J) (Jackson Lab; Stock #012706); Neurod1CRE (background = C57BL/6J) (Jackson Lab; Stock #028364); LSL_tdTomato (background = C57BL/6J) (Jackson Lab; Stock #007914); LSL_Halo-YFP (background = C57BL/6J) (Jackson Lab; Stock #014539); LSL_ChR2-tdTomato (background = C57BL/6J) (Jackson Lab; Stock #012567); LSL_Salsa6f (background = C57BL/6J) (Jackson Lab; Stock #031968)
Wild animals	No wild animals were used in the study.
Field-collected samples	No field-collected samples were used in the study.
Ethics oversight	All experiments on mice were performed following approval by the Institutional Animal Care and Use Committee at Duke University Medical Center under the protocol A280-18-12.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics	Human samples were received de-identified. Patient characteristics were unknown.
Recruitment	Participants were recruited through the Duke University Medical Center Biorepository and Precision Pathology Center (BRPC) under the Institutional Review Board (IRB) protocol Pro00035974 via anonymous tissue release.
Ethics oversight	Human duodenal samples were obtained from the Duke University Medical Center Biorepository and Precision Pathology Center (BRPC) under the Institutional Review Board (IRB) protocol Pro00035974 via anonymous tissue release. Per this protocol, informed consent was obtained from all study participants. All samples were deidentified and all links to additional patient information were broken prior to receipt of fresh surgical specimens.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

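What was measured is the RNA of single cells from mouse nodose and jugular ganglia. The authors' deposited count table holds UMIs per gene and cell for 28692 genes and 5507 cells, with a table that gives each cell its library and 1 of 27 labels. Of the genes, 9323 have no UMI in any cell. The authors mapped the reads to mm10 and counted them with Cell Ranger 2.1.1, filtered the cells, and transferred labels from a published nodose atlas with Seurat 3.1.0. Reads were not analysed here, and neither were the intestinal cells, the recordings or the behaviour of the study. The cell filters and labels of the authors were taken over, and every later step was done for this re-analysis with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Scanpy 1.11.5, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. The comparisons, gene lists and most alternatives were fixed before the data were examined.

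A cell was positive for a gene, or for a family of genes summed within the cell, at 1 or more UMIs. Shares carry Clopper-Pearson intervals and CPM exact Poisson intervals, each at 95%, and ratios of CPM exact conditional binomial intervals. A count of 0 is given with the share that 3 positive cells would make. To compare cells of unequal depth, each was thinned without replacement to 2000 UMIs with seed 1, and shallower cells were left out, 46 of them right nodose neurons. Profiles of the 2 libraries use clusters with at least 20 cells in each.

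For tests between cell classes the UMIs of all cells of a class in 1 library were summed, which gives 4 sums per comparison. The counts were fitted with edgeR (quasi-likelihood, TMM scaling, filterByExpr) with library as a block, because both classes come from the same 2 libraries. Genes passed at a Benjamini-Hochberg adjusted p of 0.05 over all genes tested. Genes on the lists below were also adjusted over their list alone, and the counts given are those over all genes unless stated. The fit leaves 1 residual degree of freedom, so the p values borrow nearly all of their spread from the other genes. The SE of a fold is the size of the fold divided by the square root of its F statistic. It rests on the same borrowed spread and can be far smaller than the gap between the 2 libraries. Some p values were too small for the software to represent, and such genes are given without a p. Left and right were not tested. Their ratio was taken over nodose neurons with an exact interval, and a gene was named only with at least 50 CPM on 1 side, a fold of at least 2, and the same direction in 80% of clusters. The leading genes of a test are the largest folds with at least 50 CPM in 1 of the 4 sums and a fold above 2 in the same direction in each library, at most 10 per direction.

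The lists were the genes named by the paper, ionotropic and metabotropic glutamate receptors, P2X and P2Y receptors, other sugar transport and sweet taste genes, gut hormone receptors, serotonin receptors, vesicular transporters, neuropeptides, sensory channels, genes of the response to dissociation, and sex-linked genes. Members were chosen from general knowledge. *P2ry10b* and *Mlnr* are absent from the count table. Gene positions come from GENCODE vM21 on GRCm38, while the counts use the annotation of the Cell Ranger reference for the same assembly.

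Class labels were checked against markers of neurons, satellite glia, Schwann cells, fibroblasts, and endothelial, mural, blood and immune cells. NG8 had 1 marker of another class among its leading genes (*Ddc*), and NG15 had 2 (*Dcn* and *Col1a1*). NG12 had none of the markers used, but *Cd74*, *H2-Eb1* and *H2-Ab1*, genes of antigen presentation, are among its leading genes, and 629 of their 1029 UMIs in NG12 lie in 8 cells with neuron markers at the level of non-neuronal cells. None of these 8 cells held *Slc5a1*. The satellite glia lead with 4 Schwann cell genes (*Ncmap*, *Mbp*, *Mpz* and *Prx*) and none of their own, so they serve here as non-neuronal background only. Scrublet called 11 of 5507 cells doublets (0.200%), 5 left and 6 right, far below what the loading of such libraries makes usual. Whether its automatic threshold failed or doublets had been removed earlier was not tested, and an alternative removed the 5% of cells with the highest score in each library, 124 left and 151 right.

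The pipeline was tested on simulated data, drawn at the real library sizes from gene proportions without a class difference, in which 100 genes were then changed 2 times and 100 genes 4 times. For nodose against jugular neurons 75% and 92% of these were recovered and 14 unchanged genes were called, with 12949 genes tested. For nodose neurons against non-neuronal cells 60% and 88% were recovered and 10 unchanged genes called, with 13229 tested. For left against right, drawn as Poisson counts with 28692 genes, the intervals held the true ratio for 97.5% of the changed genes. Those intervals assume such counts, so this checks the computation and not the spread between libraries. The edgeR draws used a common dispersion and no difference between libraries, so the shares recovered and false calls need not carry over to the real tests.

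The alternatives were 2 UMIs for a positive cell, thinned cells, cells with at least 2000 genes, each library alone, jugular neurons added, other family definitions, doublets removed, clusters NG8 and NG15 left out, cells with over 10 *Hbb-bs* UMIs left out, DESeq2 in place of edgeR, RLE in place of TMM, no gene filter, no library block, and equal cell numbers per class and library (146 and 424 for the 2 comparisons).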

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

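*Slc2a3*, the glucose transporter GLUT3 of neurons, stood out because it is a sugar transporter that the paper leaves out, found in 46.8% of nodose neurons (59.2% left, 37.5% right) against 6.59% and 3.87% of the cells labelled satellite glia. Jugular neurons held it in 47.1% and 39.0%, so it is not particular to nodose neurons. The cells labelled satellite glia gave fewer UMIs per cell, which bears on the shares here and for the genes below. In CPM the *Slc2a3* contrast was 98.1 and 76.2 against 20.7 and 15.6 in the cells labelled satellite glia. Endothelial cells stood higher than these, at 30.55 CPM on the left and 28.88 CPM on the right.

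*Npy2r*, the receptor for the gut hormone peptide YY, stood out as a hormone receptor outside those the paper discusses, in 27.9% of nodose neurons (32.4% left, 24.5% right) against 0.549% and 1.29% of the cells labelled satellite glia.

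*Htr3a*, the main subunit of the serotonin-gated channel, stood out as the receptor for a further enteroendocrine transmitter, in 49.4% of nodose neurons (53.0% left, 46.6% right) against 11.0% and 9.68% of the cells labelled satellite glia.

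*Htr3b*, the second subunit of that channel, stood out for the same reason, in 20.7% of nodose neurons (23.6% left, 18.5% right) against 0.549% and 0.645% of the cells labelled satellite glia.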

How the results depend on the processing

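Shares of positive nodose neurons follow depth and the threshold. At 2 UMIs the sugar receptors fell from 0.594% to 0.0238%, ionotropic glutamate receptors from 91.2% to 76.8%, metabotropic glutamate receptors from 30.3% to 7.85%, P2X receptors from 81.5% to 61.8%, P2Y receptors from 30.9% to 16.2% and *Cckar* from 30.1% to 17.3%. Thinned to 2000 UMIs per cell, the same shares were 0.168%, 58.3%, 10.3%, 47.2%, 14.5% and 16.4%. Cells with at least 2000 genes gave 95.2% for ionotropic glutamate receptors, 33.2% for metabotropic glutamate receptors and 85.7% for P2X receptors. The left and right libraries alone gave 96.5% and 87.3% for ionotropic glutamate receptors, 40.9% and 22.4% for metabotropic glutamate receptors, 86.5% and 77.8% for P2X receptors, 37.2% and 26.1% for P2Y receptors, and 32.1% and 28.5% for *Cckar*. With jugular neurons added, metabotropic glutamate receptors reached 32.0%, P2X receptors 78.7% and *Cckar* 28.3%. Every gene with the prefix Gria, Grik or Grin raised the ionotropic glutamate receptors to 97.7%, and the prefix Gri to 98.1%, while P2X receptors without *P2rx4* and *P2rx7* fell to 79.5%. Cells with at least 2000 genes moved the nodose share of all cells to 86.2% on the left and 91.7% on the right, and among neurons alone it was 89.5% and 92.0%. For the left-to-right ratios, leaving out NG8 and NG15 lowered the log2 ratio of *Hbb-bs* from 2.21 to 1.76, leaving out cells with over 10 of its UMIs lowered it to 1.14, and the former moved that of *Xist* from -1.03 to -0.96, and the TMM scale moved *Xist* to -1.15.

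The genes that passed between nodose and jugular neurons dropped from 2445 higher and 2652 lower to 985 and 1275 with DESeq2, to 1303 and 1251 without the library block, and to 1661 and 1758 with equal cell numbers, where 9943 genes were tested in place of 13184. Among the genes on the lists and the leading genes of both comparisons, DESeq2 lost 30 calls. It gave an adjusted p for 218 of the 220 folds, with 1 of the calls among the 2 left out. The test without the block lost 17 calls, equal cell numbers 2 (3 gained, with 173 of the 220 folds tested and 23 of the calls among the 47 left out), the removal of the 5% of cells with the highest Scrublet score 2 (5 gained), and no gene filter 1. RLE and the doublets called by Scrublet changed none. Between nodose and jugular neurons the calls of *Slc17a6* and *P2ry1* were lost without the block, *Grin3a* with DESeq2, *Grm7* and *Grm5* with both, *Slc2a3* with DESeq2, without the block and with equal cell numbers, and *Slc2a1* with DESeq2, without the block and with 5% of cells removed. Of the genes of the response to dissociation, *Fos*, *Fosb* and *Ier2* lost their calls without the block, *Fosb* and *Ier2* with DESeq2 and *Ier2* with equal cell numbers. Of the sex-linked genes, *Ddx3y*, *Kdm5d* and *Uty* lost theirs without the block, and *Kdm5d* and *Uty* with DESeq2. Against non-neuronal cells DESeq2 ended the calls of *Grm4* and *Grm5*.

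Between nodose and jugular neurons, some folds that were not called over all genes changed sign. With equal cell numbers *Adcyap1* moved to -0.17, *P2rx4* to -0.22 and *Trpv1*, which was called over its list alone, from 0.22 to -0.0845, and with DESeq2 *Grik2* moved to 0.31, *Grik3* from -0.47 to 0.0498 and *Mc4r* to 0.11. *Hspa1b* moved to 0.002241 without a gene filter, 0.0899 without the block, 0.27 with equal cell numbers and 0.0487 with 5% of cells removed. *P2ry2* moved to 0.007325, 0.002482 and 0.0197 with no filter, equal cell numbers and 5% removed, *Junb* to 0.0235 and 0.0269 with no filter and 5% removed, and *Penk* to -0.15 with 5% removed. Against non-neuronal cells *Kdm5d* moved to 0.11 without a filter. The cause of these changes was not tested. The 5% removal, the folds of each library alone, the exclusion of NG8 and NG15 and that of cells with over 10 *Hbb-bs* UMIs were chosen after the data were seen, and tests cannot be run without 1 of the 2 libraries.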

Differences from the paper's values

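In Extended Data Fig. 2e the paper's row labelled *Tas1r2* shows signal in about 5 of the 27 groups of cells, read by eye, where the deposited counts have *Tas1r2* UMIs in 1 group. The row labelled *Tas1r3* shows signal in about 1 group, read by eye, against 5 groups with *Tas1r3* UMIs in the counts. The groups in the row labelled *Tas1r2* (Endo, NG17, NG15, NG14 and NG8) are those that hold *Tas1r3* UMIs in the counts, and the group in the row labelled *Tas1r3* (NG9) is the one that holds *Tas1r2*. With the 2 row labels exchanged, a reading chosen after the values were seen, both genes match the figure in the number of groups and in the groups themselves. With the labels as printed, none of the alternatives set before the data were examined brings either gene to the figure's number. For *Tas1r2* they gave 0 groups at 2 UMIs, 0 thinned, 1 with doublets removed, 1 with at least 2000 genes, 0 in the left library and 1 in the right, and for *Tas1r3* 0, 2, 5, 5, 5 and 2. The 7 groups with *Slc5a1* are the same in the figure and in the counts.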

Other observations

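The tests of explanations in the last 3 paragraphs were chosen after the results were seen. The rule that named *Hbb-bs*, *Ddx3y* and *Xist*, their ratios over all nodose neurons and the TMM scale were fixed before, but their use to weigh explanations was not.

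Nodose neurons held transcripts of receptors for further messengers. Of 9 genes on the gut hormone receptor list tested against jugular neurons by edgeR with Benjamini-Hochberg adjustment, 5 were higher in nodose neurons and none lower (5 and 1 when adjusted over the list alone), among them *Npy2r* with a log2 fold of 2.80 (SE 0.190, adjusted p = 3.69e-47), *Gpr65*, a proton sensor, with 3.48 (SE 0.394) and the neurotensin receptor *Ntsr1* with 2.71 (SE 0.548). The list is broader than its name, as *Gpr65*, *Insr* and *Lepr* show. *Gpr65* was concentrated in NG17, where 67.7% of cells held it. Receptors for insulin (*Insr*, -1.38) and leptin (*Lepr*, -1.70) were lower in nodose neurons than in non-neuronal cells, where 4 of 8 genes of this list were higher (*Cckbr* not with DESeq2) and 2 lower. *Glp1r* had no UMI in the 4206 nodose neurons, which still allows 3 positive cells. How well its RNA was captured was not tested, so this count does not show that the gene is silent. Of 7 serotonin receptor genes 2 were higher than in jugular neurons (*Htr3a*, 3.40, SE 0.114, and *Htr3b*, 3.42, SE 0.249, with 3.35 left and 4.01 right) and 3 lower, *Htr4* (-3.70, SE 0.509), *Htr1a* (-2.77, SE 0.545) and *Htr1b*, an inhibitory receptor on nerve endings (-1.46, SE 0.206). Against non-neuronal cells 3 of 4 were higher (4 over the list alone). *Htr3a* peaked in NG15 (1627.5 CPM) and NG12 (1449.0 CPM).

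Peptides and channels divided the ganglia further. Of 12 neuropeptide genes 3 were higher in nodose neurons, including *Cartpt*, a satiety peptide (2.02, SE 0.0937), and *Vip* (3.72, SE 0.244, with 4.33 left and 3.31 right), and 6 were lower, including *Calca*, the source of the vasodilator CGRP (-4.44), *Nmb*, an itch peptide (-3.52, SE 0.0917), and galanin, *Gal* (-0.73, SE 0.0973). Against non-neuronal cells 10 of 12 were higher and 1 lower. The calls of *Nts* and *Sst* between the ganglia were lost with DESeq2 and without the library block, and that of *Sst* with 5% of cells removed, and DESeq2 ended those of *Nmb*, *Npy* and *Sst* against non-neuronal cells. *Cartpt* reached 2768.5 CPM in NG13, the cluster richest in *Cckar*. Of 16 sensory channel genes 3 were higher than in jugular neurons (4 over the list alone, where *Trpv1* at 0.22 is added, which turned to -0.0845 with equal cell numbers), such as the mechanosensitive potassium channel *Kcnk2* (1.12, SE 0.0995), and 10 were lower, such as the pain sodium channel *Scn10a* (-1.51, SE 0.0868) and the touch channel *Piezo2* (-2.19). Against non-neuronal cells 13 of 15 were higher and 2 lower. Between the ganglia *Asic1* and *Trpm3* were not called with DESeq2 or without the block, *Scn9a* not without the block and *Trpm3* not without a gene filter, and DESeq2 ended the calls of *Asic3*, *Kcnk4* and *Trpm3* against non-neuronal cells. All 5 vesicular transporter genes tested differed between the ganglia, 3 higher and 2 lower, *Slc17a6* with a log2 fold of 0.38 (SE 0.0916, adjusted p = 1.70e-04) and its relative *Slc17a7* with -1.34, and all 4 tested were higher than in non-neuronal cells. *Slc17a6* was not called without the library block, and with DESeq2 *Slc17a8*, *Slc18a2* and *Slc18a3* were not called, nor was *Slc18a2* against non-neuronal cells. Among 4 other genes of sugar transport and sweet taste, the neuronal glucose transporter *Slc2a3* was higher in nodose than in jugular neurons (0.31, adjusted p = 0.0195) and the barrier transporter *Slc2a1* lower (-0.55, adjusted p = 0.0214), and against non-neuronal cells 3 of 5 were higher, *Slc2a3* at 1.60 among them, and 2 lower, *Slc2a1* at -4.31 among them. Between the ganglia neither was called with DESeq2 or without the block, nor was *Slc2a3* with equal cell numbers or *Slc2a1* with the 5% of cells of highest Scrublet score removed, and against non-neuronal cells DESeq2 ended the calls of the other 3 genes. Both genes named by the paper that could be tested, *Cckar* and *Slc17a6*, were higher in nodose neurons in each comparison.

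Among the genes of the response to dissociation, *Fos*, an activity-induced transcription factor, was found in 98.5% of left and 96.2% of right nodose neurons, and all 11 genes of this list were lower in nodose neurons than in non-neuronal cells, *Fos* by a log2 fold of -3.12 and *Jun* by -3.61. Against jugular neurons 5 of them were higher and 1 lower, and *Fos*, *Fosb* and *Ier2* were not called without the library block, *Fosb* and *Ier2* not with DESeq2 and *Ier2* not with equal cell numbers. Of 5 sex-linked genes 3 were higher in nodose than in jugular neurons (*Ddx3y*, an RNA helicase of the Y chromosome, 1.01, with *Kdm5d* and *Uty*), none of them called without the library block and *Kdm5d* and *Uty* not with DESeq2. Against non-neuronal cells 1 was higher (*Uty*, not with DESeq2) and 1 lower (*Xist*, the RNA that silences an X chromosome, -1.64).

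*Slc5a1* UMIs of nodose neurons were denser in NG12, which holds 9.08% of nodose neurons and 45.0% of these UMIs. Its CPM there was 7.17 times that of the other nodose clusters ([1.56, 30.8] at a level adjusted for the 18 clusters), with 11.6 [2.79, 45.5] on the left and 4.67 [0.927, 21.7] on the right at 95% without that adjustment, the latter an interval that spans 1. Over both libraries this argues against depth or evenly spread free RNA, which would give a ratio of 1. The 9 cells carried at least 10365.4 CPM of neuron markers, above the 2538.4 CPM that marks the 95th percentile of non-neuronal cells, which argues against misplaced non-neuronal cells. RNA from sympathetic or non-neuronal cells stays open, since the ratio of 8.53 [0.609, 6820.2] to them, at the same adjusted level, rests on 1 UMI, and no biological explanation was tested.

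Fibroblast genes lead NG15 because of 22 of its 224 cells, 12 left and 10 right, with over 2000 CPM of fibroblast markers, which hold 93.3% of the cluster's fibroblast-marker UMIs. Their median of neuron markers was 0.0786 times that of the rest of NG15 (970.4 against 12347.5 CPM) and close to that of non-neuronal cells (913.6 CPM), as placement of another cell type in this cluster would give. Doublets are argued against by their median depth, 0.280 times that of the rest (2864.0 against 10225.0 UMIs). With cells over 2000 CPM left out of every nodose cluster, the fibroblast-marker level of NG15 was 0.879 times [0.665, 1.14] that of the other clusters, which argues against free RNA as the cause, since that would raise the remaining cells as well. By neuron markers, 31 nodose cells (0.737%) lie under the 95th percentile of non-neuronal cells, 21 of them in NG15 and 8 in NG12.

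*Hbb-bs*, *Ddx3y* and *Xist* were the only genes with at least 50 CPM, a fold of at least 2 and 1 direction in 80% of clusters between the libraries. *Hbb-bs*, a beta globin, stood at 141.7 CPM in left and 30.6 CPM in right nodose neurons (log2 ratio 2.21 [2.07, 2.35]), and its relatives *Hbb-bt*, *Hba-a1* and *Hba-a2* had a similar log2 ratio of 2.22 [2.08, 2.37], as more red blood cell RNA in the left pool would give. Most *Hbb-bs* UMIs lie in few cells, 2317 of the 2829 left ones in 12 nodose neurons and 304 of the 492 right ones in 3. Over all cells the *Hbb-bs* log2 ratio was 2.25 in jugular neurons, 1.93 in endothelial cells and 6.11 [5.30, 7.07] in the cells labelled satellite glia. Without cells of over 10 UMIs it was 1.14 [0.896, 1.39] in nodose neurons and 1.52 [0.802, 2.30] in endothelial cells. In jugular neurons it was then 0.734 [-0.0567, 1.59], an interval that includes no difference. In the cells labelled satellite glia it was 1.25 [0.315, 2.31] without 2 left cells that hold 1308 of 1354 UMIs. *Ddx3y* had a log2 ratio of 1.11 [0.98, 1.24] and *Xist* of -1.03 [-1.08, -0.98], each in 16 of 16 nodose clusters, and the Y-linked *Uty*, *Kdm5d* and *Eif2s3y* together had 0.91 [0.74, 1.08], which a larger part of male mice in the left pool may explain, but side of the body is tied to pool here, and libraries from several single mice of known sex on each side would separate them. A change of scale would move all genes alike. The other 3867 genes with at least 50 CPM had a median log2 ratio of 0.0790 (5th to 95th percentile -0.40 to 0.43), and the TMM scale a shift of -0.116. CPM already divides by the total of each library, so a small median was largely fixed in advance. The values argue only against a scale difference left after CPM that is large enough for *Hbb-bs*, *Ddx3y* and *Xist*.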
